# Ripk3 signaling regulates HSCs during stress and represses radiation-induced leukemia in mice

**DOI:** 10.1016/j.stemcr.2022.04.009

**Published:** 2022-05-12

**Authors:** Lei Zhang, Huacheng Luo, Hong-Min Ni, Shanhui Liu, Hongyun Xing, Jun Zhang, Mark Sellin, Peter Breslin, S.J., Wei Wei, Mitchell F. Denning, William Small, Wen-Xing Ding, Suming Huang, Jiwang Zhang

**Keywords:** Ripk3, Mlkl, necroptosis, ionizing radiation, HSCs, leukemia

## Abstract

Receptor-interacting protein kinase 3 (Ripk3) is one of the critical mediators of inflammatory cytokine-stimulated signaling. Here we show that Ripk3 signaling selectively regulates both the number and the function of hematopoietic stem cells (HSCs) during stress conditions. Ripk3 signaling is not required for normal homeostatic hematopoiesis. However, in response to serial transplantation, inactivation of Ripk3 signaling prevents stress-induced HSC exhaustion and functional HSC attenuation, while in response to fractionated low doses of ionizing radiation (IR), inactivation of Ripk3 signaling accelerates leukemia/lymphoma development. In both situations, Ripk3 signaling is primarily stimulated by tumor necrosis factor-α. Activated Ripk3 signaling promotes the elimination of HSCs during serial transplantation and pre-leukemia stem cells (pre-LSCs) during fractionated IR by inducing Mlkl-dependent necroptosis. Activated Ripk3 signaling also attenuates HSC functioning and represses a pre-LSC-to-LSC transformation by promoting Mlkl-independent senescence. Furthermore, we demonstrate that Ripk3 signaling induces senescence in HSCs and pre-LSCs by attenuating ISR-mediated mitochondrial quality control.

## Highlights

• Ripk3-Mlkl signaling is not required for normal homeostatic hematopoiesis
• Ripk3-Mlkl signaling promotes HSC loss during serial transplantation or low-dose IR
• Tnf-α-Ripk3 signaling prevents leukemia development after exposure to low-dose IR
• Ripk3 represses pre-LSCs by inducing Mlkl necroptosis and PDC-OXPHOS-ROS senescence

## Introduction

Receptor-interacting protein kinase 3 (Ripk3) is a serine/threonine protein kinase that induces necroptosis, a type of programmed cellular necrosis, by phosphorylation activation of mixed-lineage kinase domain-like protein (Mlkl). In most types of tissue cells, Ripk3 activation is stimulated by tumor necrosis factor-α (Tnf-α) through induction of the formation of a Ripk1 and Ripk3 complex (a necroptosome) via receptor-interacting protein kinase homotypic interaction motif (RHIM) domain-mediated Ripk1 and Ripk3 interaction (Van Herreweghe et al., 2010). Ripk3 activation can also be stimulated by interferon (Ifn), interleukin-1β (IL-1β), toll-like receptor (Tlr) signaling, or viral infection by inducing the interaction of Ripk3 with other RHIM proteins, including DNA-dependent activator of Ifn-regulatory factors (Dai), also known as Zbp1, and Tir-domain-containing adapter-inducing Ifn-β (Trif), also known as Ticam1 (Brault et al., 2018; Kaiser et al., 2013; Schock et al., 2017; Upton et al., 2012). Activated Ripk3 phosphorylates Mlkl, which promotes oligomerization and plasma membrane localization of Mlkl, inducing membrane permeabilization and necroptosis. In addition, Ripk3 can also induce reactive oxygen species (ROS) production, probably by phosphorylating mitochondrial proteins such as Pdc-E3, Pygl, Glul, and Gludl, and cytokine production by stimulating the activation of NF-κB and inflammasomes (Kang et al., 2015; Moriwaki et al., 2014; Wang et al., 2014).

Studies have suggested that Ripk3 signaling plays critical roles in the pathogenesis of many hematopoietic disorders (Hockendorf et al., 2016; Wagner et al., 2019; Xin et al., 2016a, 2016b). Some leukemia-related mutations induce the activation of Ripk3 signaling in hematopoietic cells (Hockendorf et al., 2016; Lee et al., 2018). Ripk3/Mlkl-mediated necroptosis is detected in bone marrow (BM) samples from patients with aplastic anemia (AA) and myelodysplastic syndromes (MDS) (Wagner et al., 2019; Xin et al., 2016a). Inactivation of Ripk3 signaling prevents T cell activation and AA development in a *Tak1*-mutant mouse model (Xin et al., 2016a). In acute myeloid leukemia (AML), RIPK3 signaling might be epigenetically repressed in leukemic cells isolated from a subgroup of AML patients such as AML with *RUNX1-ETO* or *FLT3-ITD* mutations (Hockendorf et al., 2016). Ripk3 signaling represses the development of such sub-types of AML by stimulating Mlkl-mediated necroptosis and IL-1β-induced differentiation of pre-leukemia stem cells (pre-LSCs) as demonstrated in mouse models (Hockendorf et al., 2016). However, in HOXA-expressing AML, such as AML with *NPM1* or *MLL* gene mutations, RIPK3 signaling is activated, which promotes such AML development by repressing the differentiation of leukemic cells via inhibition of JAK1-STAT1 signaling (Xin et al., 2016b). However, the role of Ripk3 signaling in the regulation of normal and stress hematopoiesis has not been studied.

Exposure to ionizing radiation (IR) induces both acute tissue damage and chronic long-term residual damage (LT-RD) in the body. Among all tissues, BM is the most sensitive to both IR-induced acute tissue damage and LT-RD. After IR, BM failure and reduction of peripheral blood (PB) cell counts often occur within days due to the massive death of hematopoietic stem cells (HSCs) and hematopoietic progenitor cells (HPCs). Compared with proliferative HPCs, quiescent HSCs are relatively resistant to IR-induced death. However, due to the quiescent cell-cycle status and lower fidelity of DNA repair in this instance, some HSCs cannot fully repair chromosomal damage and thus become senescent (a permanent cell-cycle-arrested status). Such residually damaged HSCs cause LT-RD in BM as demonstrated by abnormal dysplastic hematopoiesis in most IR victims, followed by increased risk for the development of leukemia (Carbonneau et al., 2012; Gutierrez-Martinez et al., 2018; Shao et al., 2010, 2014). Thus, IR exposure is an established cause of BM failure and leukemia.

In addition to directly inducing damage in DNA, IR also induces the generation of ROS and subsequent secondary reactive pro-inflammatory processes and innate immune responses (Cadet and Davies, 2017; Kim et al., 2014; Mavragani et al., 2016). All these are believed to contribute to both acute BM damage and LT-RD. However, the molecular mechanism by which IR induces acute BM damage, LT-RD, and leukemia pathogenesis has still not been fully elucidated (Wang et al., 2010). Most previous studies suggested that the acute BM damage is primarily mediated by IR-induced ROS production and DNA damage through the activation of p53-Puma-dependent apoptosis in proliferative HPCs, while LT-RD is mediated by long-lived free radicals and pro-inflammatory cytokines/chemokines, which induce mitochondrial damage and senescence in quiescent HSCs. The accumulation of additional genetic mutations and escape from senescence are the potential mechanisms underlying the development of cancer (Palacio et al., 2017).

By comparing hematopoiesis among wild-type (WT), *Ripk3-*knockout (*Ripk3*^−/−^), Tnf-α receptor knockout (*Tnfr*^−/−^), and *Mlk1-*knockout (*Mlkl*^−/−^) mice under normal homeostatic conditions, serial transplantation-related stress conditions, and IR-stress conditions, we demonstrate here a specific role for Ripk3 signaling in the regulation of both the number and the function of HSCs in the stressed tissue setting.

## Results

### Normal hematopoiesis in *Ripk3*^−/−^ mice and *Mlkl*^−/−^ mice during homeostasis

*Ripk3*^−/−^ and *Mlkl*^−/−^ mice were maintained in a healthy condition without any signs of disease to a minimum age of 1½ years in a germ-free barrier facility. White blood cell (WBC) counts, hemoglobin (Hb) concentration, platelet (Plt) numbers, and lymphocyte/myeloid cell ratio in PB were comparable among *Ripk3*^−/−^ mice, *Mlkl*^−/−^ mice, and their age/gender-matched WT mice (Figure 1). In the BM, the percentages and absolute numbers of Lin^−^Sca1^+^c-kit^+^ (LSK) and Lin^−^Sca1^−^c-kit^+^ (LK) populations were also comparable among WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice. Furthermore, HSCs and multipotent progenitor 1 (MPP1), MPP2, MPP3, and MPP4 cells within the LSK population, and common myeloid progenitors (CMPs), granulocyte/monocyte progenitors (GMPs), megakaryocyte/erythrocyte progenitors (MEPs), megakaryocyte progenitors (MKPs), and pre-colony forming unit-erythroid (pre-CFU-E) and CFU-E cells within the LK-myeloid progenitors (LK-MPs), as well as common lymphocyte progenitors (CLPs), were also comparable among WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice (Figures 1, S1, and S2).

**Figure 1:**
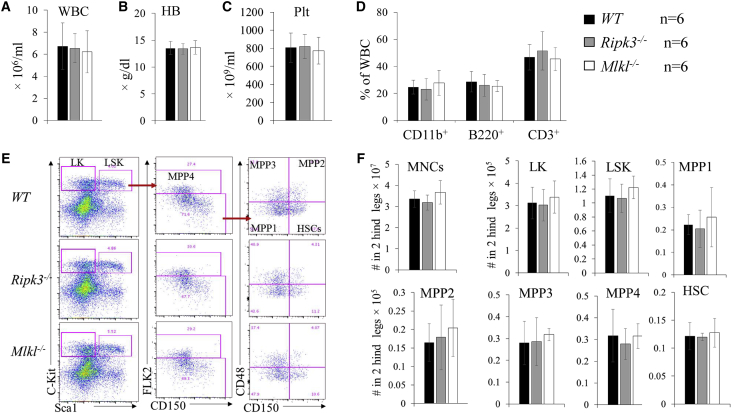
Normal hematopoiesis in Ripk3^−/−^ and Mlkl^−/−^ mice under normal homeostatic conditions (A–F) PB (A–D) and BM (E and F) were collected from WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice. Six mice per genotype were studied (three males and three females). All mice were analyzed at 6 months of age. WBC counts (A), Hb concentrations (B), and Plt numbers (C) were analyzed using a Hemavet 950FS. The percentages of CD11b^+^ granulocytes/monocytes, B220^+^ B lymphocytes, and CD3^+^ T lymphocytes were analyzed by flow cytometry (D). Representative flow cytometric data (E) and absolute numbers (F) of HSCs and HPCs in the BM of WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice are shown.

### Inactivation of Ripk3 signaling prevents Mlkl-mediated HSC exhaustion and ROS-p38-mediated senescence during serial transplantation

Ripk3-Mlkl signaling was not activated in HSCs under homeostatic conditions but was induced during serial transplantation in BM mononucleated cells (MNCs) as shown by western blotting and in LSK-HSPCs (HSCs + MPPs) as demonstrated by flow cytometric assay (Figures 2A–2C). To study the role of Ripk3-Mlkl signaling in the regulation of HSC self-renewal, we first conducted serial transplantation experiments without using competitor BM cells. BM and PB of the recipient mice were analyzed 4 months after each round of transplantation. We found that the percentages and absolute numbers of HSCs, MPPs, and LK cells (including CMP, GMP, MEP, MKP, pre-CFU-E, and CFU-E) were comparable among mice that had received *Ripk3*^−/−^, *Mlkl*^−/−^, and WT BM cells in the first and second transplantations (Figure 2D and data not shown). However, during the third transplantation, although the percentages and absolute numbers of MPPs and LK cells were still comparable in all recipient mice regardless of the genotype of BM cells transplanted, the numbers of HSCs were significantly reduced in mice that had received WT BM cells compared with mice receiving either *Ripk3*^−/−^ or *Mlkl*^−/−^ BM cells (Figures 2D–2F, S3A, and S3B). These data suggest that inactivation of Ripk3-Mlkl signaling selectively prevents the loss of HSCs during serial transplantation. Interestingly, when *Ripk3*^−/−^, *Mlkl*^−/−^, and WT BM cells were collected from third transplantation recipients for CFU assay and competitive transplantation study, we found that, despite the comparable CFU capacity of BM cells among all genotypes (Figure 2G), only *Ripk3*^−/−^ BM cells were able to maintain their competitive hematopoietic reconstitutive capacity (CHRC; as demonstrated by percentage of donor-derived cells in PB), while the CHRC was significantly reduced in both *Mlkl*^−/−^ and WT BM cells (Figure 2H). In addition, significant myeloid-biased hematopoiesis was observed in *Mlkl*^−/−^ and WT BM cells, but not in *Ripk3*^−/−^ BM cells (Figure S3C). This study suggests that Ripk3 signaling impairs HSC function during serial transplantation through an Mlkl-independent mechanism. Consistent with this observation, in a serial competitive transplantation study we also found that the CHRCs of *Ripk3*^−/−^, *Mlkl*^−/−^, and WT BM cells were comparable for the first and second transplantations. However, upon third transplantation, a significant reduction in CHRC was observed in both *Mlkl*^−/−^ and WT BM cells, but not in *Ripk3*^−/−^ BM cells (Figure S3D).

**Figure 2:**
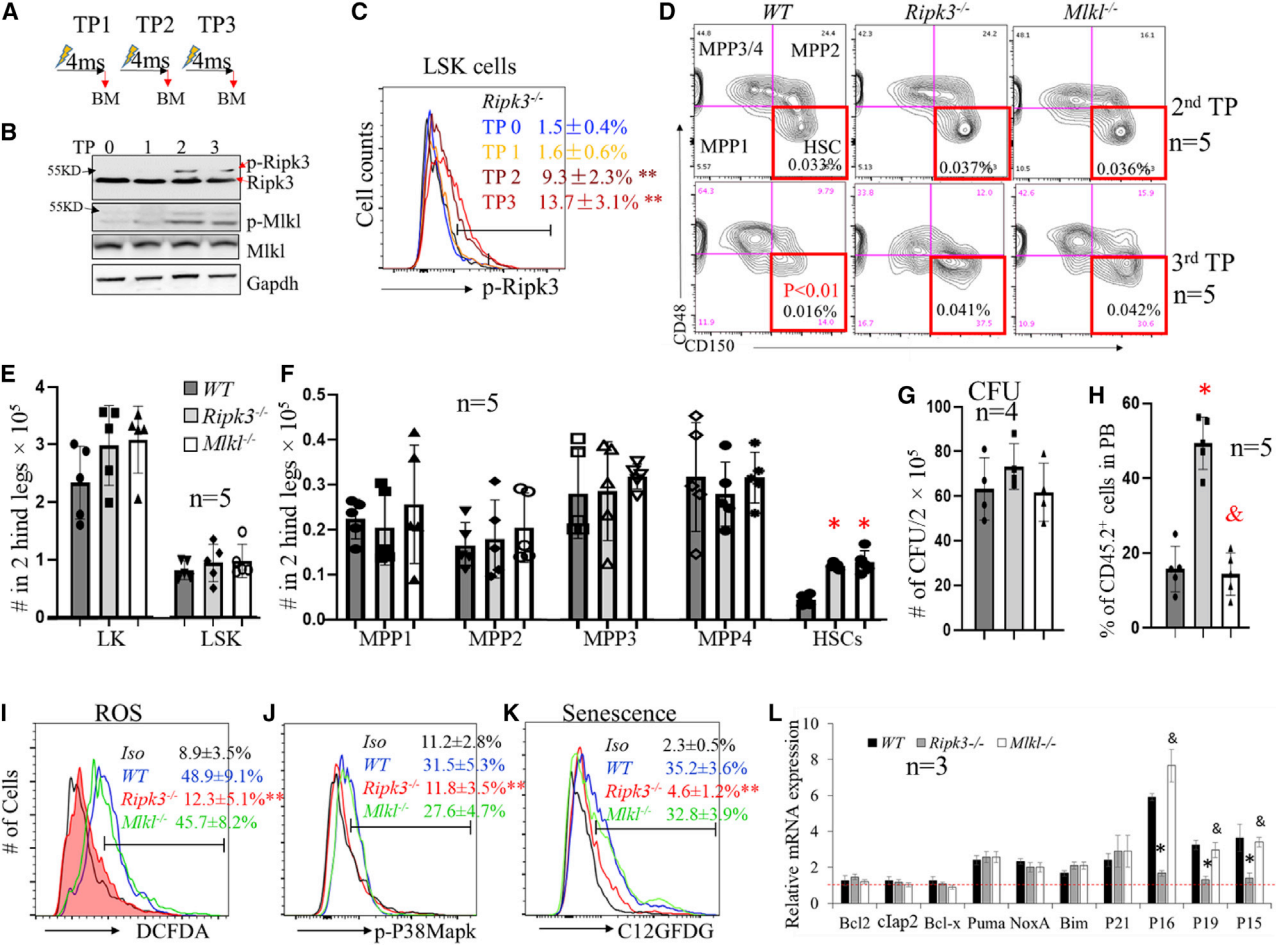
Ripk3 selectively regulates number and function of HSCs during serial transplantation in Mlkl-dependent and -independent manners, respectively (A) Serial transplantation and analysis schedule. TP0 represents non-transplanted control. TP1, TP2, and TP3 indicate first, second, and third transplantations, respectively. “4ms” represents 4 months post-transplantation. (B and C) BM MNCs were collected from recipient mice 4 months post-transplantation for each transplantation cycle. Activation of Ripk3-Mlkl signaling in BM MNCs (B) and LSK cells (C) was examined by western blotting and flow cytometric assays, respectively. For flow cytometric analysis, *Ripk3*^−/−^ LSK cells were always used as a negative control to set up the flow cytometer in order to make the data consistent in all of the experiments. (D) Representative flow cytometric data for HSCs and MPPs among CD45.2^+^ BM MNCs from second and third transplantation recipients of the indicated genotypes of donors. (E and F) Absolute numbers of LK cells and LSK cells (E) as well as HSCs and MPPs (F) in the BM from third transplantation recipients of the indicated donor genotypes. (G–L) BM MNCs were collected from third transplantation recipients of the indicated genotypes of donors. The cells were seeded into methylcellulose medium for CFU-C assay. The numbers of colonies were counted after 7 days of culturing (G). Cells were mixed with equal numbers of competitor BM cells for competitive transplantation study. The CHRC of the donor cells was analyzed 4 months after transplantation by examining the percentage of donor-derived cells (CD45.2^+^) in PB (H). ROS levels (I), p-p38 Mapk levels (J), and senescence (K) in LSK cells were examined by dichlorofluores cin diacetate (DCFDA), p-p38 antibody, and 5-Dodecanoylaminofluorescein Di-β-D-Galactopyranoside (C12GFDG) staining, respectively, followed by flow cytometric analysis. Data in (C), (I), (J), and (K) show one of the three biological triplicate experiments. “Iso” stands for isoform control. The expression of the indicated genes in LSK cells of the indicated genotypes was examined by qRT-PCR assay and normalized to the levels of the same gene in LSK cells isolated from non-transplanted *WT* mice (L). ^∗^p < 0.05 and ^∗∗^p < 0.01, compared with WT group or TP0 group. ^&^p < 0.05, compared with *Ripk3*^−/−^ group.

In addition to inducing Mlkl-mediated necroptosis, Ripk3 also directly interacts with mitochondria and induces ROS production (Yang et al., 2018b). We found increased ROS production in both WT and *Mlkl*^−/−^ HSCs but not in *Ripk3*^−/−^ HSCs collected from recipient mice from the third transplantation (Figure 2I), which was correlated with an increase in p-p38 MAPK (Figure 2J). ROS-p38 signaling impairs HSC self-renewal by inducing p16 expression and senescence (Hishiya et al., 2005; Wang et al., 2011). We found significantly increased senescence in both WT and *Mlkl*^−/−^ HSCs but not in *Ripk3*^−/−^ HSCs (Figure 2K), which was associated with an increase in expression of p16, p19, and p15 (Figure 2L). This suggests that Ripk3 impairs HSC functions through induction of ROS production and p38-p16-mediated cellular senescence, both of these independent of Mlkl.

### Ripk3 deletion promotes IR-induced leukemia/lymphoma development in mice

Fractionated low-dosage IR (1.75 Gy weekly × 4) induces thymomas (lymphomas in the thymus gland) in WT mice. To study the role of Ripk3-Mlkl signaling in IR-induced leukemia/lymphoma development, we treated WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice with 1.75 Gy × 4 IR and monitored for disease development and mouse survival. Most (77%, 17/22) of the *Ripk3*^−/−^ mice developed acute T lymphoblastic leukemia (T-ALL) and died within 200 days, while the remaining *Ripk3*^−/−^ mice developed a mixture of T-ALL/thymoma and died within 250 days (Figure 3A). T-ALL was diagnosed as >30% CD8^+^CD3^+/−^ T lymphoblasts in BM and PB (Figures 3B and 3C), as well as liver and kidney infiltration of lymphoblasts (Figures 3D–3G). In addition, T-ALL cells collected from BM or spleens of the mice were able to generate the same type of T-ALL in recipient mice upon transplantation (Figure 3H). However, 36.8% (7/19) of WT mice and 76.2% (16/21) of *Mlkl*^−/−^ mice died of thymoma within 360 days (Figures 3A and 3I). *Mlkl* deletion only slightly promoted the development of IR-induced thymoma. These data suggest that Ripk3 signaling represses T-ALL development and delays the development of thymomas primarily through an Mlkl-independent mechanism. Because the lymphoblasts collected from both T-ALL and thymomic mice were phenotypically the same (CD8^+^CD3^+/−^), we speculate that the T-ALL and thymoma might be the same type of disease.

**Figure 3:**
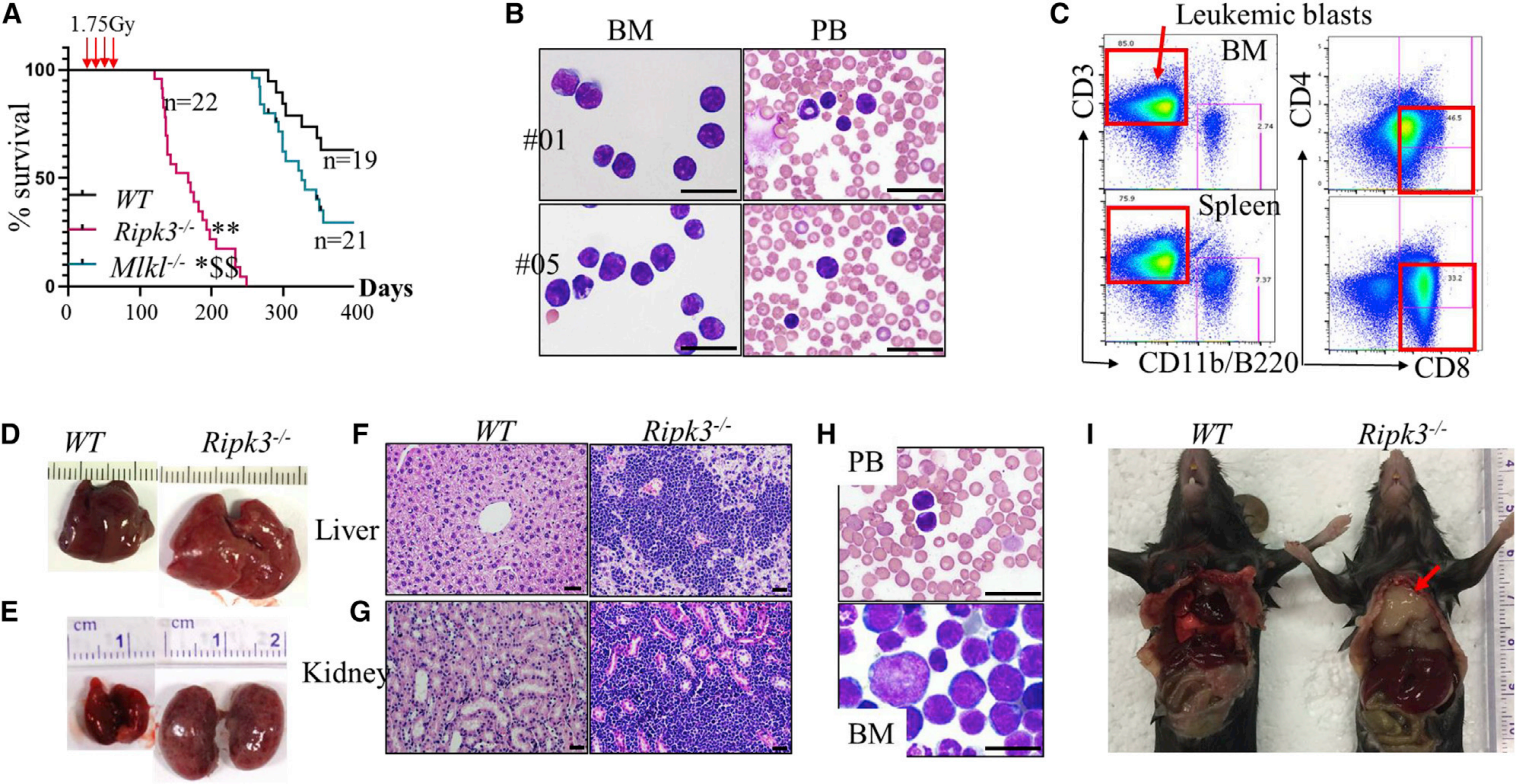
Inactivation of Ripk3 signaling promotes IR-induced leukemia in mice WT, Ripk3^−/−^, and *Mlkl*^−/−^ mice were X-irradiated at 1.75 Gy weekly × 4. The mice were monitored for leukemia development. (A–C) Survival curves for the mice were plotted by Kaplan-Meier graphing (A). Leukemia in the mice was diagnosed by examination for leukemic blasts in BM and PB by morphology (B) and flow cytometry (C). (D–G) Leukemia was further verified by liver and kidney infiltration of leukemic blasts. (H) Mice transplanted with 1 × 10^6^ leukemic cells from *Ripk3*^−/−^ mice developed the same types of leukemia as donor mice as demonstrated by morphologic analysis of leukemic blasts in the PB and BM. (I) Thymoma (indicated by arrow) developed in *Ripk3*^−/−^ mice but not in WT mice by 200–250 days post-IR. Scale bars in (B), (F), (G), and (H) represent 50 μm.

### Ripk3-Mlkl signaling inactivation prevents low-dose IR-induced HSC exhaustion

To study the mechanism by which Ripk3 signaling represses T-ALL development, we compared IR-induced DNA damage repair in HSCs isolated from WT, *Ripk3*^−/−^, and *Mlkl*^−/-^ mice. As expected, a significantly increased percentage of γ-H2A.X^+^ cells and greater numbers of γ-H2A.X^+^ foci/cell were detected among all three genotypes of LSKs by 2 h after IR. Both the percentages of γ-H2A.X^+^ cells and the numbers of γ-H2A.X^+^ foci/cell were reduced to levels slightly higher than basal at 48 h post-IR. No significant differences were observed among all three genotypes of mice, suggesting that inactivation of Ripk3-Mlkl signaling did not affect DNA damage repair in HSCs (Figures 4A and 4B).

**Figure 4:**
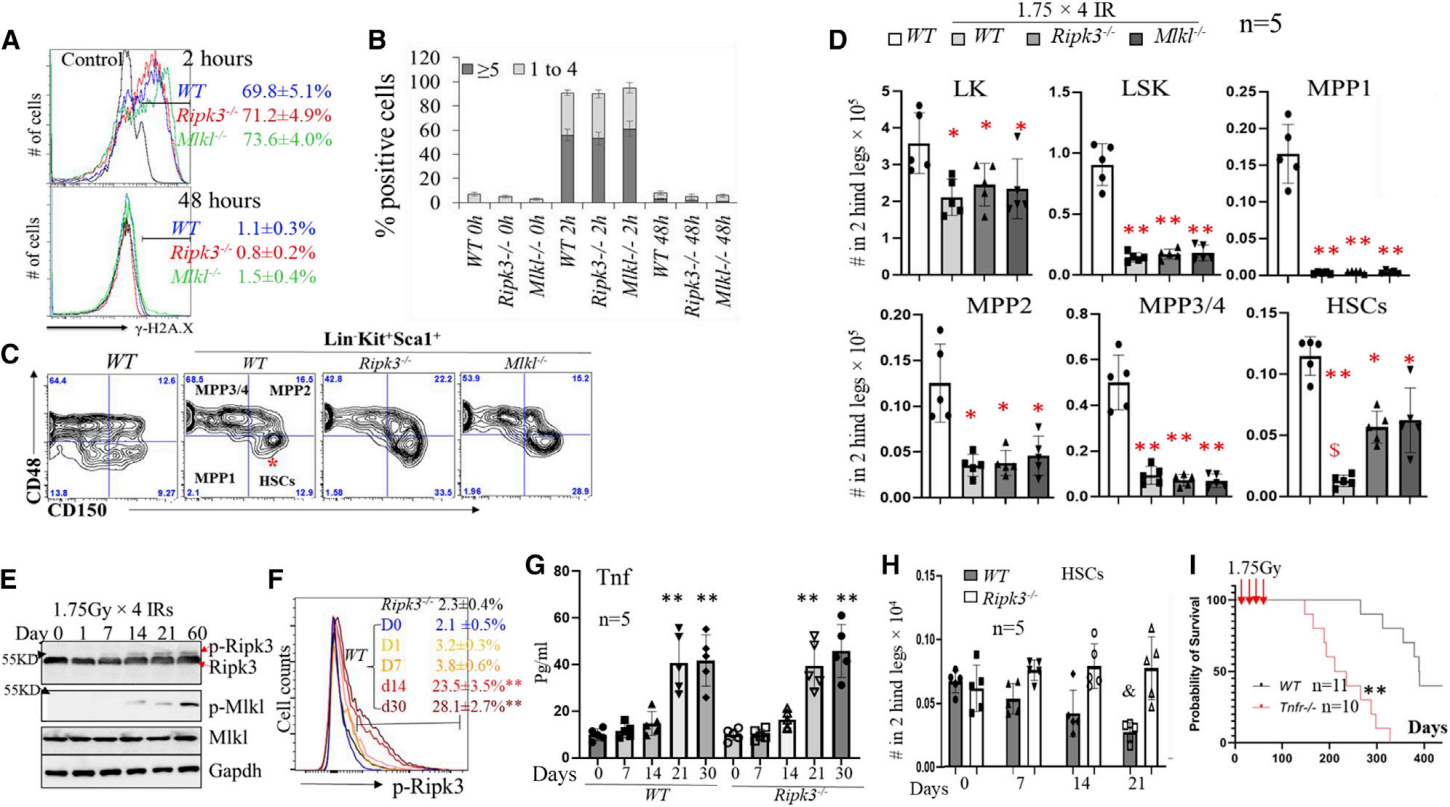
Ripk3 signaling promotes low-dose IR-induced HSC elimination in an Mlkl-dependent manner (A and B) WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice were irradiated with 6 Gy X-ray. BM MNCs were collected 2 and 48 h after IR. DNA damage was examined in LSK cells by γ-H2A.X staining followed by flow cytometry (A) and microscopic analysis (B). (C and D) WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice were irradiated with 1.75 Gy X-ray weekly × 4. BM MNCs were collected from the mice 1 month following the last IR. HSCs and HPCs were analyzed by flow cytometry gating on LSK and LK populations. Representative flow cytometric data (C) and absolute numbers of HSCs and HPCs (D) in the BM of the indicated genotypes of mice are presented. Five mice were studied in each group. ^$^p < 0.05 compared with Ripk3^−/−^ or Mlkjl^−/−^ groups. (E–H) WT and *Ripk3*^−/−^ mice were irradiated with X-rays, 1.75 Gy, every week for a maximum of 4 weeks. BM and PB were collected from the mice at the indicated times after the first IR. Ripk3-Mlkl signaling in BM MNC and LSK populations from WT mice was examined at the indicated times after the first IR by western blotting (E) and flow cytometry (F), respectively. Data in (F) show one of the three biological triplicate experiments, and LSK cells from *Ripk3*^−/−^ mice were always studied in parallel as controls. Levels of Tnf-α in PB were examined by ELISA (G). HSC numbers/two hindlegs were examined by flow cytometric analysis (H). (I) WT and *Tnfr*^−/−^ mice were irradiated with 1.75 Gy X-ray weekly × 4. Mice were monitored for leukemia development. Survival curves for the mice were plotted by Kaplan-Meier graphing. ^∗^p < 0.05 and ^∗∗^p < 0.01, compared with non-irradiated WT mice or D0 group. ^&^p < 0.05, compared with irradiated *Ripk3*^−/−^ or *Mlkl*^−/−^ mice. In (G), ^∗∗^p < 0.01 compared with days 0, 1, and 7.

We then compared the numbers of HPCs and HSCs among WT, *Ripk3*^−/−^, and *Mlkl*^−/−^ mice 1 month after 1.75 Gy × 4 IR. Although LK-MPs, LSKs, and MPPs were comparable among all three genotypes of mice, a significant reduction in HSCs was observed in WT mice, suggesting that Ripk3 signaling and consequent Mlkl-mediated necroptosis promotes the loss of HSCs induced by low-dose IR (Figures 4C, 4D, and S4A–S4C). In the chimeric transplantation model (we used a 1:1 ratio of WT and Ripk3^−/−^ BM cells here), 1.75 Gy × 4 IR treatment could reduce only the number of WT HSCs and not *Ripk3*^−/−^ HSCs, suggesting a cell-autonomous role for Ripk3 signaling in stress-induced HSC depletion (Figure S4D). Detailed analysis demonstrated that in WT mice, low-dose IR induced the activation of Ripk3 signaling as early as 2 weeks after the first IR in BM MNCs as shown by increased levels of p-Ripk3 and p-Mlkl (Figure 4E), as well as in LSK-HSPCs (Figure 4F) and HSCs (Figure S4E) as shown by increased levels of p-Ripk3. The activation of Ripk3 signaling was correlated with increased levels of Tnf-α in PB (Figure 4G), which was followed by the reduction in HSCs as early as the third week after the first exposure to IR (Figure 4H). Interestingly, Tnf-α levels were also elevated in the PB of IR-treated *Ripk3*^−/−^ mice (Figure 4G); however, p-Mlkl levels were not increased in BM MNCs of IR-treated *Ripk3*^−/−^ mice (data not shown). This suggests that IR induces Ripk3-independent Tnf-α production but a Ripk3-dependent activation of Mlkl signaling. In addition, 1.75 Gy × 4 IR failed to induce the activation of Ripk3 in HSCs in *Tnfr1*^−/−^ mice (Figure S5A). As was the case with *Ripk3*^−/−^ mice (Figure 4H), significantly more HSCs were retained in *Tnfr1*^−/−^ mice compared with WT mice following 1.75 Gy × 4 IR (Figure S5A). Finally, IR-induced leukemia development was significantly accelerated in *Tnfr1*^−/−^ mice (Figure 4I). Taken together, these studies suggested that Ripk3 signaling in HSCs is primarily stimulated by the inflammatory cytokine Tnf-α during fractionated low-dose IR exposures. Nevertheless, enhanced T-ALL development was observed only in *Ripk3*^−/−^ mice and not in *Mlkl*^−/−^ mice, suggesting that the tumor-repressive activity of Ripk3 is primarily independent of *Mlkl*-mediated HSC elimination.

### Low-dosage IR promotes Tnf-α-induced protein synthesis in HSCs in a Ripk3-dependent but Mlkl-independent manner

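RNA-seq libraries of LSK and LK cells from the bone marrow of WT and *Ripk3*-/- mice were compared. LSK cells carry Sca1 and c-kit and no lineage markers, and hold the HSPCs. LK cells carry c-kit but not Sca1, and hold the myeloid progenitors (MPs). There were 4 groups (WT LSK, *Ripk3*-/- LSK, WT LK and *Ripk3*-/- LK) of 2 libraries each, numbered as replicates 1 and 2. The paper states 4 X-ray doses of 1.75 Gy and collection 1 month after the last dose, whereas the labels of the deposited samples list no treatment, recorded here as 0 Gy. The libraries were analysed under the paper's statement. Every WT library holds Xist reads and no reads of Y-linked genes, and every *Ripk3*-/- library holds Y-linked reads and little or no Xist, so that genotype and the sex of the mice differ together in every comparison.

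The authors deposited one value per gene and library for 29955 gene names, headed as FPKM. In each of the 8 libraries, 100% of the values above 0 were whole multiples of one step shared by all genes, and so they are reads per gene divided by a library factor and not by gene length. The library factors equaled the TMM factors that edgeR computes within each population, with a largest difference of 1.7e-11. The values are called signal here and are TMM-scaled CPM. Division by the step gave back 9782166 and 9825593 reads in the WT LSK libraries, 12657237 and 10164743 in the *Ripk3*-/- LSK libraries, 15680931 and 13113942 in the WT LK libraries, and 14628031 and 16280811 in the *Ripk3*-/- LK libraries. A single read was worth between 0.0621 and 0.104 signal, and the floor of 3 reads lay between 0.186 and 0.311. These floors cover counting error only. The gene with the most reads was Fos in each LSK library (0.734% to 0.935% of reads) and Mpo in each LK library (4.02% to 5.13%). Genes listed at 0 in a library are given library by library.

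Replicates differed by more than counting error, with a chi-square statistic of their reads over genes of 20.8 to 28.9 per degree of freedom. Pearson's r of log2(signal + 1) between replicates, across genes, which are not independent of each other, was 0.925 for WT LSK, 0.941 for *Ripk3*-/- LSK, 0.964 for WT LK and 0.966 for *Ripk3*-/- LK. Differences between genotypes were tested with limma on log2(signal + 1), a scale that understates the change of genes with low signal. All libraries entered one fit, and a gene was tested in a population when its mean signal there was at least 1. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so that single genes rest on limma's spread shared across genes and groups.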

To study the Mlkl-independent tumor-repressive mechanism of Ripk3 signaling, we compared gene expression profiles among LK and LSK cells isolated from WT and *Ripk3*^−/−^ mice 1 month after the fourth in a series of IRs using RNA-sequencing (RNA-seq) assay. We found that 86 genes showed ≥2-fold change (upregulation of 23 genes and downregulation of 63 genes) in *Ripk3*^−/−^ LK cells compared with WT LK cells, while 172 genes showed ≥2-fold change (upregulation of 69 genes and downregulation of 103 genes) in *Ripk3*^−/−^ LSK cells compared with WT LSK cells (Figures 5A and 5B). 

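The gene Ripk3 (ENSMUSG00000022221.14, protein coding) lies on the minus strand of chromosome 14 of GRCm38, from 55784995 to 55788865. In LSK cells its signal was 165 ± 3.93 (SD, n = 2) in WT and 2.23 ± 1.63 (SD, n = 2) in *Ripk3*-/- libraries, a log2 fold change of -5.78 (SE 0.36, adjusted p = 3.4e-09 from limma). In LK cells it was 147 ± 3.90 (SD, n = 2) in WT and 13.4 ± 3.93 (SD, n = 2) in *Ripk3*-/- libraries, a log2 fold change of -3.39 (SE 0.36, adjusted p = 1.6e-05 from limma). Each *Ripk3*-/- library lay below both WT libraries of its population.

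**Figure D1:**
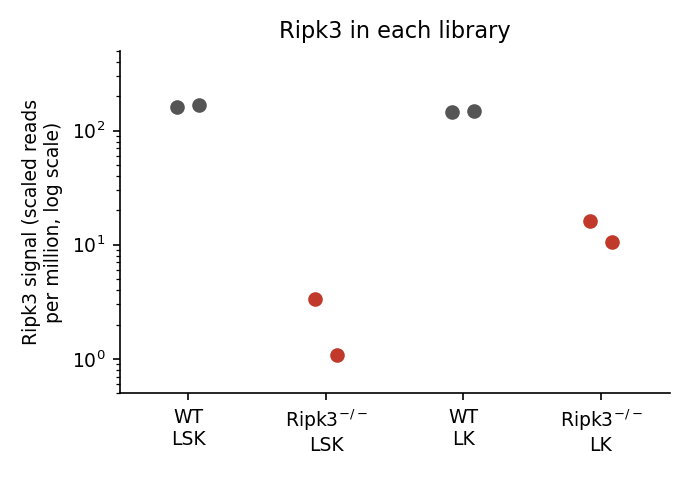
Ripk3 signal (TMM-scaled CPM, log axis) in each of the 8 libraries, with 1 point per library and 2 per group. The WT libraries lie between 144 and 168, and the *Ripk3*-/- libraries between 1.08 and 16.2.

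Among the 13949 genes tested in LK cells, 824 showed a ≥2-fold change on the log2(signal + 1) scale, with 445 upregulated and 379 downregulated in *Ripk3*-/- cells. Among the 16817 genes tested in LSK cells, 3060 showed a ≥2-fold change, with 1007 upregulated and 2053 downregulated. Many of these genes had low signal, since the mean was under 5 for 463 of them in LK cells and for 1781 in LSK cells. Single libraries of one group also lay 2-fold apart at many genes, 1705 between the WT LK replicates, 1555 between the *Ripk3*-/- LK replicates, 3389 between the WT LSK replicates and 3274 between the *Ripk3*-/- LSK replicates. Both *Ripk3*-/- libraries were on the same side of both WT libraries for 40.0% of all tested genes in LK cells and 44.6% in LSK cells, and chance gives 33.3%. The share was 92.1% and 87.9% of the ≥2-fold genes. When the 4 libraries of a population were parted so that each side held 1 library of each genotype, the 2 ways to do so gave 825 and 519 genes with a ≥2-fold change in LK cells, as many as the genotypes in one case, and 1699 and 1609 in LSK cells. The libraries of one side lay on the same side of both others for 86.5% of these ≥2-fold genes in LK cells in either case, and for 75.9% and 75.4% in LSK cells, so that a high share comes with the 2-fold threshold itself.

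With limma and Benjamini-Hochberg adjustment, 65 genes had an adjusted p under 0.05 in LK cells (14 upregulated and 51 downregulated) and 354 in LSK cells (142 upregulated and 212 downregulated). Of these, 56 in LK cells and 252 in LSK cells also changed ≥2-fold. A quasi-likelihood test of the recovered reads with edgeR called 56 genes in LK cells and 233 in LSK cells, of which limma also called 51 and 228. The ≥2-fold counts moved most when a p-value on the recovered reads was required as well. With an adjusted p under 0.001 from edgeR's exact test, a setting chosen after the data were seen, they fell to 42 genes in LK cells (CPM above 1 in 2 libraries) and 81 in LSK cells (no filter).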

Interestingly, most of the genes altered in LSK cells did not overlap with genes altered in LK cells. 

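Among the 13726 genes tested in both populations, 1976 changed ≥2-fold in LSK cells and 786 in LK cells, and 238 did so in both. Thus 87.96% of the genes altered in LSK cells were not altered in LK cells by this measure, and the sizes of the lists alone set at least 60.2%. The shared genes were still more than the 113 that independent lists would share (odds ratio 2.80, two-sided Fisher's exact test, p = 4.6e-32). The direction was the same for 144 of the shared genes and opposite for 94, of which 57 were upregulated in LK and downregulated in LSK cells. Across all genes tested in both populations, the log2 fold changes had a Pearson's r of 0.0785, with genes that are not independent replicates.

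Genes with an adjusted p under 0.05 from limma overlapped further above the number expected. Of 65 such genes in LK cells and 316 in LSK cells, 32 were shared against 1.496 expected (odds ratio 45.6, two-sided Fisher's exact test, p = 1.5e-35). The shared genes were 49.2% of those in LK cells, against 30.3% of the ≥2-fold genes, and 89.9% of those in LSK cells were not shared, of which the sizes of the lists alone set at least 79.4%. Srsf2, which was far higher in WT LK replicate 1 (505) than in WT LK replicate 2 (159), was the 1 gene of the 32 that changed in opposite directions. The sex-linked genes Xist, Uty and Eif2s3y are among the other 31, together with the granule genes Ltf, Ngp and Camp and with Ripk3 itself. Mtmr9 and Psmb5, the latter named after its values were seen, are also among them and lie within 10 Mb of Ripk3.

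**Figure D2:**
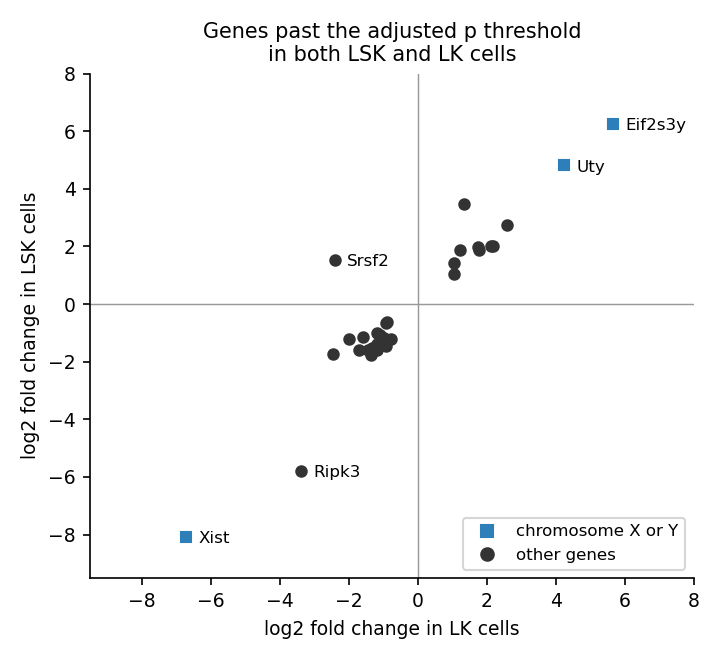
Log2 fold change (*Ripk3*-/- against WT, on the log2(signal + 1) scale) in LK cells (x axis) and LSK cells (y axis) of the 32 genes with an adjusted p under 0.05 in both populations, as 1 point per gene, with squares for genes on chromosome X or Y. All genes but Srsf2 lie in the lower left or upper right part of the plot.

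Whether the genotype effect itself differed between LSK and LK cells was tested as an interaction in limma. Of 15925 genes tested, 55 had an adjusted p under 0.05, 28 with a higher and 27 with a lower log2 fold change in LSK cells, and 1603 had an unadjusted p under 0.05. For Srsf2 the interaction was 3.96 (adjusted p = 0.00138 from limma). The count of shared ≥2-fold genes moved most, to 23, when an adjusted p under 0.05 from the quasi-likelihood test of recovered reads was also required, which left 85.1% of the genes altered in LSK cells unshared. Over all settings tried, the unshared part ran from 70.4% to 93.8%.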

Gene Ontology (GO) enrichment analysis demonstrated that the altered pathways in LK cells were primarily involved in TNF/LPS-stimulated NF-κB and MAPK signaling, while the pathways altered in LSK cells were mainly involved in ribosomal and mRNA splice signaling (Figures 5C and 5D). qRT-PCR assay demonstrated that gene expression changes in LSKs and LKs isolated from *Mlkl*^−/−^ mice were similar to those in the corresponding type of cells isolated from WT, while the gene changes in LSKs and LKs from *Tnfr*^−/−^ mice were similar to those in the corresponding type of cells from *Ripk3*^−/−^ mice (Figure 5C). 

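Gene sets were written by hand for the pathways of Figures 5C and 5D and tested in limma with camera (inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 14 sets), which asks whether the genes of a set are shifted relative to all other genes. In LK cells, the 51 TNF and NF-κB genes tested had a median log2 fold change of -0.40, with 35 of them lower in *Ripk3*-/- cells (adjusted p = 1.7e-04). The 99 MAPK genes had a median of -0.10, with 58 of them lower (adjusted p = 0.0013). The 140 spliceosome genes had a median of -0.11 with 95 of them lower (adjusted p = 0.021), and the 78 ribosomal protein genes had a median of -0.06 (adjusted p = 0.158). The mean of the TNF and NF-κB set and that of the MAPK set were lower in both *Ripk3*-/- LK libraries than in both WT LK libraries.

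In LSK cells, the 82 ribosomal protein genes had a median log2 fold change of -0.47, and 69 of them were lower in *Ripk3*-/- cells (adjusted p = 6.0e-06). Most ribosomal protein genes have near-identical pseudogenes with which their reads can be shared. The 139 spliceosome genes had a median of 0.04 (adjusted p = 0.453), the 54 TNF and NF-κB genes of -0.11 (adjusted p = 0.176) and the 99 MAPK genes of 0.11 (adjusted p = 0.591). The ribosomal protein mean was lower in both *Ripk3*-/- LSK libraries than in both WT LSK libraries. The largest move of these 4 sets came from exchange of the hand-written TNF and NF-κB set for Reactome's Toll-like receptor 4 cascade, whose median was 0.01 in LK cells (adjusted p = 0.795). Reactome sets named for NF-κB were lower in LK cells, with camera p adjusted over 835 sets. RIP-mediated NF-κB activation via ZBP1 (11 genes) had a median of -0.41 (adjusted p = 0.0029). Dectin-1 mediated noncanonical NF-κB signaling (54 genes) had a median of -0.20 (adjusted p = 0.0018). The Reactome sets for degradation of AXIN and for proteasome degradation in antigen processing had the same median (-0.1967). The Dectin-1 set may thus rest on shared proteasome genes and does not stand for NF-κB alone. The Reactome sets thus did not all go one way. Over the other settings, the adjusted p of the hand-written set in LK cells ran from 1.5e-06 to 9.4e-04.

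**Figure D3:**
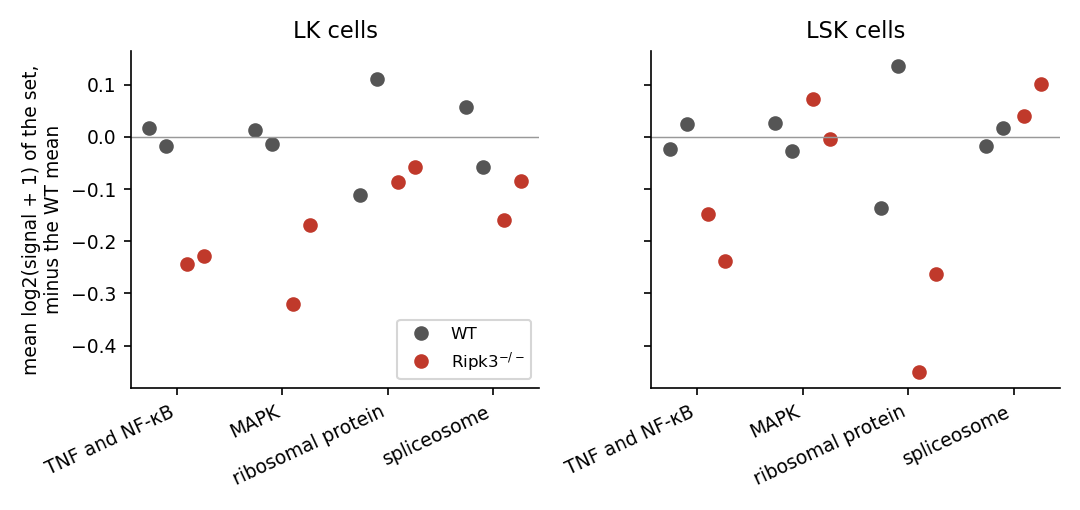
Mean log2(signal + 1) of 4 gene sets in each library, minus the WT mean of the population, for LK cells (left) and LSK cells (right), with 2 libraries per group. Both *Ripk3*-/- libraries lie below both WT libraries for the TNF and NF-κB, MAPK and spliceosome sets in LK cells and for the TNF and NF-κB and ribosomal protein sets in LSK cells, and above them for the spliceosome set in LSK cells.

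The difference of the genotype effect between LSK and LK cells had a median of -0.41 for the ribosomal protein genes (adjusted p = 3.9e-04), 0.16 for the MAPK genes (adjusted p = 0.044), 0.13 for the spliceosome genes (adjusted p = 0.070) and 0.12 for the TNF and NF-κB genes (adjusted p = 0.485). Over-representation of a set among the ≥2-fold genes was tested with Fisher's exact test. In LK cells, 13 MAPK genes, all downregulated, changed ≥2-fold (odds ratio 2.43, adjusted p = 0.0217), and so did 5 TNF and NF-κB genes (odds ratio 1.74, adjusted p = 0.395). In LSK cells, 14 ribosomal protein genes did so, 9 of them downregulated (odds ratio 0.93, adjusted p = 0.955). Only 9 spliceosome genes did so, 6.47% of the set against 18.2% of all genes tested (odds ratio 0.31, adjusted p = 5.9e-04).

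Among the genes with an adjusted p under 0.05 from limma, a criterion chosen for the sets after the data were seen, the same exact test gave other results. In LSK cells, 27 of the 82 ribosomal protein genes were among them, 32.9% against 2.11% of all genes tested (odds ratio 24.6, adjusted p = 3.3e-24), and 11 of the 139 spliceosome genes (odds ratio 4.09, adjusted p = 6.1e-04), 6 of the 54 TNF and NF-κB genes (odds ratio 5.89, adjusted p = 0.00257) and 7 of the 99 MAPK genes (odds ratio 3.59, adjusted p = 0.0115). In LK cells, 4 of the 51 TNF and NF-κB genes were among them, 7.84% against 0.466% of all genes tested (odds ratio 19.3, adjusted p = 3.2e-04), and 6 of the 99 MAPK genes (odds ratio 15.1, adjusted p = 3.0e-05), 1 of the 140 spliceosome genes (odds ratio 1.54, adjusted p = 0.749) and 0 of the 78 ribosomal protein genes. In LSK cells, 138 of the 139 spliceosome and 79 of the 82 ribosomal protein genes had a mean signal of at least 5, against 11630 of all 16817 genes. No background of like signal was used, so neither over-representation test separates a set from its signal level.

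From its GO enrichment (Figures 5C and 5D), the paper states that Ripk3 loss altered TNF/LPS-stimulated NF-κB and MAPK signaling in LK cells and ribosomal and mRNA splice signaling in LSK cells. With the protein synthesis and inflammasome assays that follow, it proposes that HSPCs and MPs respond to Tnf-α-stimulated Ripk3 signaling in distinct ways, and speculates that Ripk3 represses tumors through protein synthesis and senescence in HSCs.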

Consistent with this observation, we found an increased rate of protein synthesis in LSK-HSPCs isolated from IR WT and *Mlkl*^−/−^ mice but not in LSK-HSPCs isolated from irradiated *Tnfr*^−/−^ and *Ripk3*^−/−^ mice as determined by OP-puro label assay; however, the protein synthesis rates in LK-MPs from all four genotypes of mice were comparable (Figure 5F). In addition, we found increased inflammasome activity in LK-MPs isolated from irradiated WT and *Mlkl*^−/−^ mice compared with LK-MPs isolated from irradiated *Tnfr*^−/−^ and *Ripk3*^−/−^ mice, as demonstrated by increased activated Caspase 1 (a-Casp1) (Figure 5G); however, inflammasome activity in LSK-HSPCs from all four genotypes of mice was not altered (Figure 5G). This suggests that HSPCs and MPs have distinct responses to Tnf-α-stimulated Ripk3 signaling resulting from low-dosage IR. Maintaining a low level of protein synthesis in HSCs is critical for preserving their self-renewal and hematopoietic reconstitutive capacities (Hidalgo San Jose et al., 2020; Signer et al., 2014). As a consequence, we detected increased senescence in both WT and *Mlkl*^−/−^ HSCs compared with *Ripk3*^−/−^ and *Tnfr*^−/−^ HSCs as determined by both β-gal staining (Figure 5H) and p16/p19 expression (Figure 5I). Thus we speculate that Ripk3 mediates a Tnf-α-stimulated tumor-repressing activity through induction of protein synthesis and cellular senescence in HSCs.

**Figure 5:**
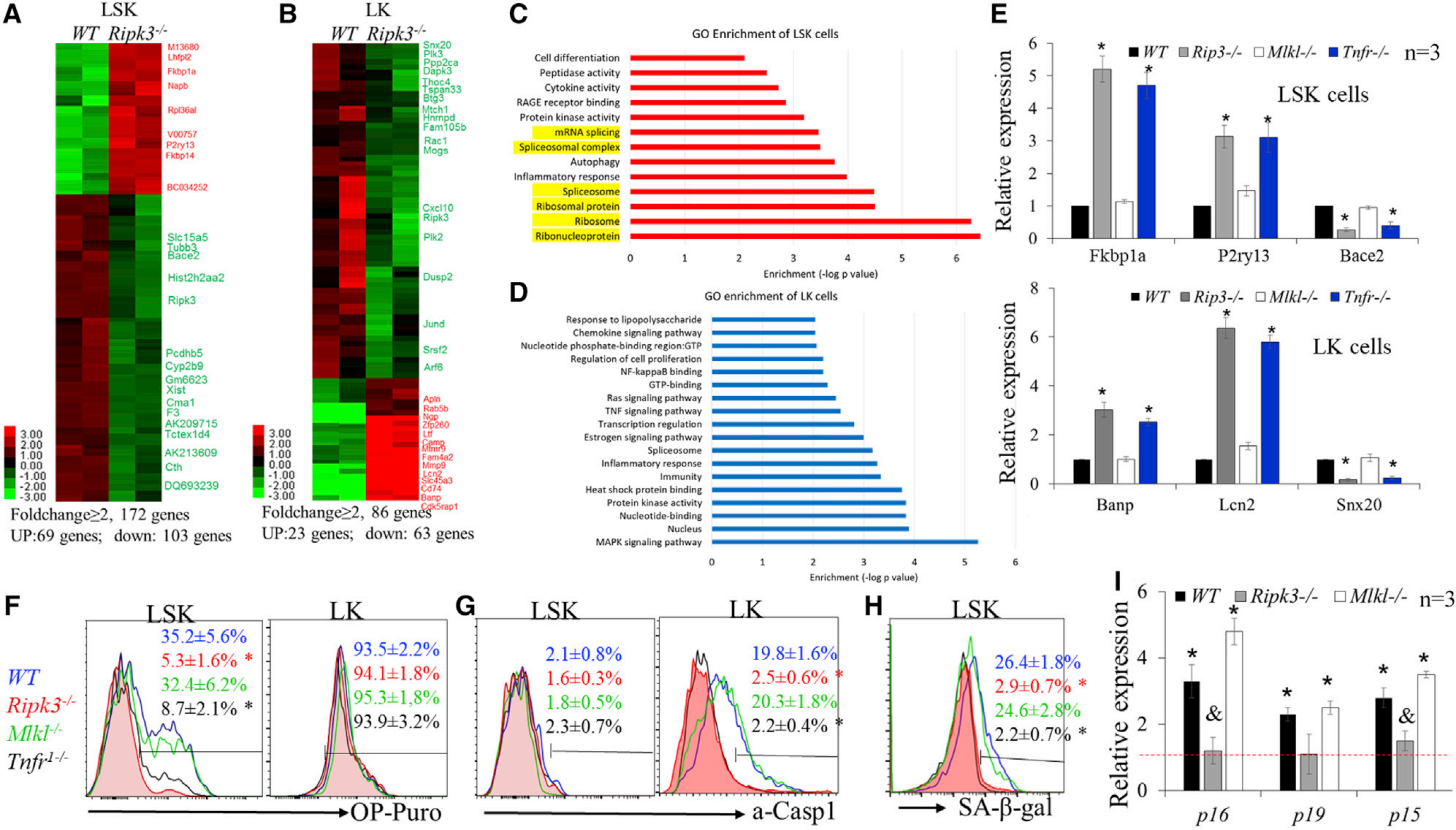
Ripk3 signaling induces protein synthesis and cellular senescence in HSCs in an Mlkl-independent fashion (A–D) WT and *Ripk3*^−/−^ mice were irradiated with X-rays, 1.75 Gy weekly × 4. LK and LSK cells were collected from mouse BM 1 month after the final IR. Gene expression was examined by RNA-seq. Genes up- or downregulated in LK and LSK cells of *Ripk3*^−/−^ mice compared with WT mice are presented in the heatmaps (A and B). Signaling pathways specifically altered in the LSK and LK populations of *Ripk3*^−/−^ mice compared with WT mice were analyzed by GO enrichment analysis (C and D). (E–I) WT, *Ripk3*^−/−^, *Mlkl*^−/−^, and *Tnfr*^−/−^ mice were irradiated with X-rays, 1.75 Gy weekly × 4. LK and LSK cells were collected from mouse BM 1 month after the last IR. The expression of selected genes from RNA-seq data was verified in LSK and LK cells by qRT-PCR (E). Protein synthesis (F), inflammasome activity (G), and senescence (H and I) were examined by OP-puro, a-Casp1, and C12GFDG staining, as well as p16, p19, and p15 expression (I). Data in (F), (G), and (H) show one of the three biological triplicate experiments. ^∗^p < 0.01, compared with non-irradiated controls. ^&^p < 0.05, compared with WT and *Mlkl*^−/−^ mice.

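Figure 5A labels 25 genes in LSK cells, and Figure 5B labels 33 in LK cells. All of them changed ≥2-fold in the direction of the heatmap. In LSK cells, the 9 genes labeled as upregulated had log2 fold changes from 2.40 (BC034252, listed at 0 in both WT libraries) to 4.89 (M13680), and 8 of them had an adjusted p under 0.05 from limma. The 16 genes labeled as downregulated had log2 fold changes from -2.34 (Pcdhb5, listed at 0 in both *Ripk3*-/- libraries) to -8.08 (the sex-linked Xist), and 13 had an adjusted p under 0.05. In LK cells, the 19 labeled as downregulated ran from -1.55 (Hnrnpd) to -3.39 (Ripk3), and 12 had an adjusted p under 0.05. The 14 labeled as upregulated ran from 1.17 (Cd74) to 2.60 (Ltf), and 7 had an adjusted p under 0.05. When p was adjusted over each list alone, all of these genes passed, which shows no stability because the lists are the paper's calls on these libraries. The quasi-likelihood test of recovered reads called 2 of 9, 10 of 16, 12 of 19 and 5 of 14 genes of these lists.

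Of the 19 genes labeled as downregulated in LK cells, 14 were more than 2-fold higher in WT LK replicate 1 than in WT LK replicate 2. Without WT LK replicate 1, 13 of the 19 genes still changed ≥2-fold, and without WT LK replicate 2 all 19 did.

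Of the genes in Figure 5E, Fkbp1a had a signal of 0.497 and 0.104 in the WT and 15.0 and 14.1 in the *Ripk3*-/- LSK libraries (log2 fold change 3.60, SE 0.60, adjusted p = 0.00167 from limma). It has 1 near-identical pseudogene with which its reads can be shared. P2ry13 was at 0.298 and 0.932 in WT and 9.73 and 13.3 in *Ripk3*-/- LSK libraries (log2 fold change 2.97, SE 0.64, adjusted p = 0.0153 from limma). Bace2 was at 5.26 and 8.60 in WT and listed at 0 in both *Ripk3*-/- LSK libraries (log2 fold change -2.95, SE 0.60, adjusted p = 0.0106 from limma), with the size set by the pseudocount. In LK cells, Banp was at 27.2 and 23.2 in WT and 50.5 and 83.8 in *Ripk3*-/- libraries (log2 fold change 1.34, SE 0.33, adjusted p = 0.0937 from limma). Lcn2 was at 26.8 and 34.8 in WT and 71.6 and 73.96 in *Ripk3*-/- LK libraries (log2 fold change 1.23, SE 0.27, adjusted p = 0.041 from limma). Snx20 was at 36.5 and 7.94 in WT and 1.40 and 1.92 in *Ripk3*-/- LK libraries (log2 fold change -2.79, SE 0.61, adjusted p = 0.0398 from limma), and thus far higher in WT LK replicate 1 than in replicate 2. With the test of recovered reads, the adjusted p was 0.0503 for Fkbp1a, 0.185 for P2ry13, 0.0508 for Bace2, 0.121 for Banp, 0.0577 for Lcn2 and 0.0282 for Snx20.

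**Figure D4:**
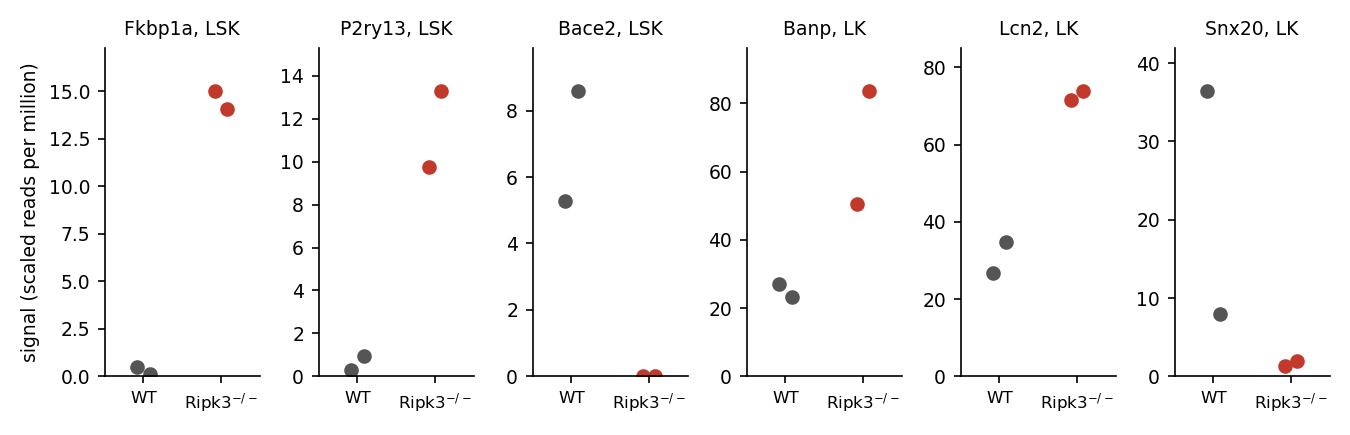
Signal (TMM-scaled CPM, axes from 0) of the 6 genes of Figure 5E in the population of their panel, with 1 point per library and 2 libraries per genotype. Both *Ripk3*-/- libraries lie above both WT libraries for Fkbp1a, P2ry13, Banp and Lcn2 and below them for Bace2 and Snx20.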

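The GO terms were not used here. In their place, the Reactome sets that ship with the fgsea package were tested with camera on the same limma fit, keeping sets of 10 to 500 genes. In LK cells, 835 sets were tested and 83 had an adjusted p under 0.05 (137 at an unadjusted p under 0.05), 81 of them lower in *Ripk3*-/- cells. The first was the destabilization of mRNA by AUF1 (hnRNP D0), with 52 genes, a median log2 fold change of -0.21 and adjusted p = 6.4e-04. Activation of NF-κB in B cells, with 62 genes, had a median of -0.20 (adjusted p = 9.3e-04). Many of the sets near it in rank, among them that one, share proteasome genes and so are not independent. Across LK genes, log2 fold changes also followed transcript length (Spearman's rho 0.246) and GC content (-0.183), with genes that are not independent. The Reactome sets of LK cells were not tested again after removal of that trend, which is therefore not excluded as their source. In LSK cells, 887 sets were tested and 33 had an adjusted p under 0.05 (117 at an unadjusted p under 0.05), all lower in *Ripk3*-/- cells. Peptide chain elongation, made up largely of ribosomal protein genes, ranked first (78 genes, adjusted p = 0.00146). Collagen biosynthesis and modifying enzymes ranked highest among the sets outside translation, with a median of -0.79 over 52 genes (adjusted p = 0.00245). Thinned to equal reads, the *Ripk3*-/- LSK libraries had fewer genes above 0 (18934 and 18785) than the WT LSK libraries (19999 and 20143). The collagen set was not tested again at a higher signal threshold, so fewer detected genes are not excluded as its source.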

### Low-dose IR impairs mitochondrial-integrated stress response (ISR) in HSCs in a Ripk3-dependent but Mlkl-independent manner

The rate of protein synthesis in HSCs is restricted by eIF2a-Atf4 pathway-mediated ISR. To study whether the increased protein synthesis observed in WT and *Mlkl*^−/−^ HSCs is due to the attenuation of the eIF2-Atf4 ISR pathway, we compared the activity of the eIF2α-Atf4 pathway among LSK and LK cells isolated from WT, *Ripk3*^−/−^, *Mlkl*^−/−^,and *Tnfr*^−/−^ mice before and after 4× IR. We found that, prior to IR, the activity of the eIF2α-Atf4 pathway is higher in LSK cells compared with LK cells isolated from all four genotypes of mice, as determined by increased levels of p-eIF2α and elevated expression of Atf4 target genes (Figures 6A and 6B). No difference was observed among the four genotypes of mice. However, after IR, such activity was induced in LSK cells isolated from *Ripk3*^−/−^ and *Tnfr*^−/−^ mice, but was not altered in LSK cells isolated from WT and *Mlkl*^−/−^ mice (Figures 6C–6E). No change was observed in LK cells from any of the genotypes of mice (Figure S6).

**Figure 6:**
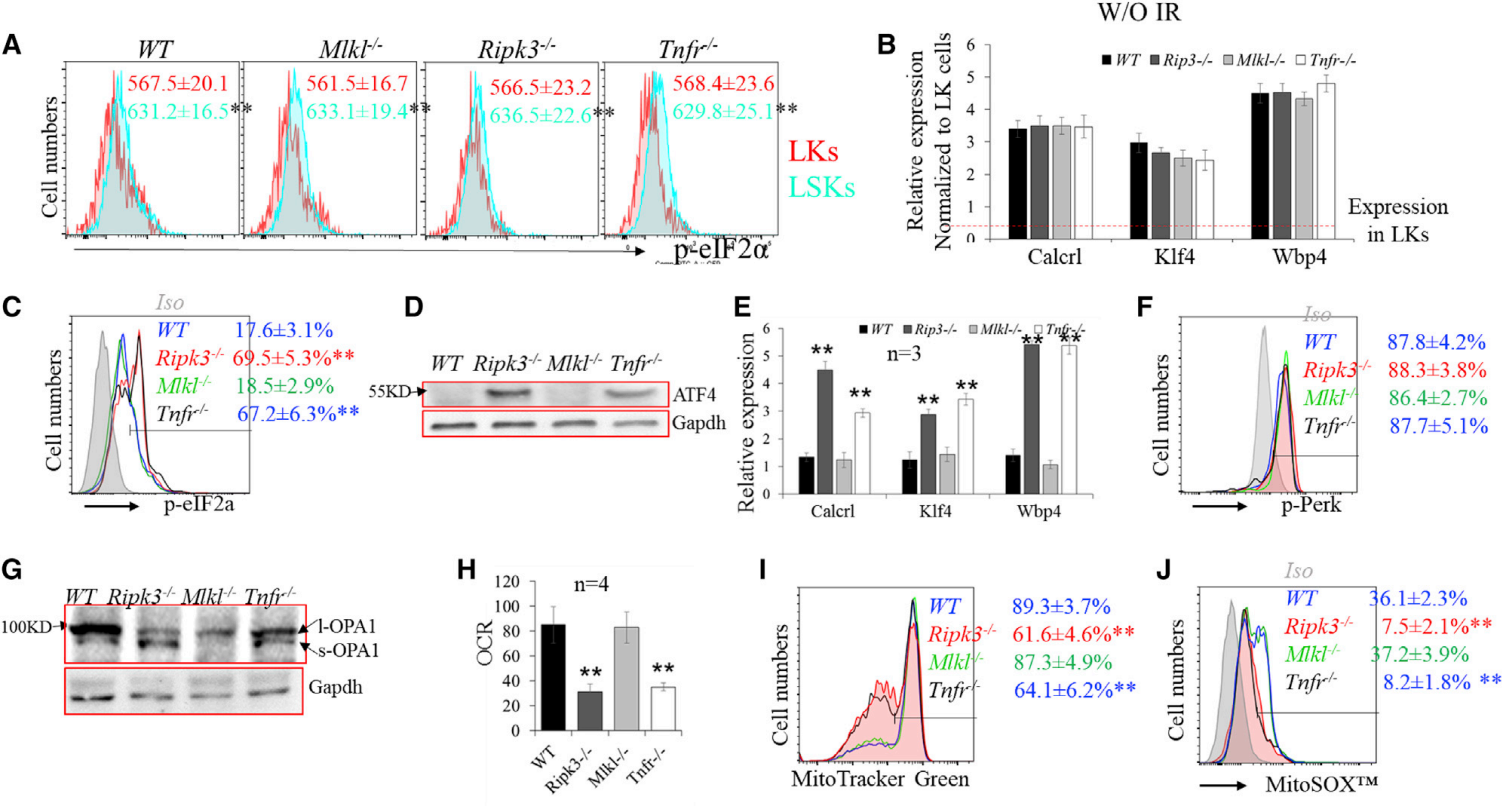
Ripk3 signaling induces protein synthesis and cellular senescence in HSCs by stimulating PDC-mediated OXPHOS and attenuating mitochondrial ISR (A and B) The basal activity of eIF2a-Atf4 signaling in WT, *Ripk3*^−/−^, *Mlkl*^−/−^, and *Tnfr*^−/−^ HSCs was examined by flow cytometry for p-eIF2a levels (mean fluorescence intensity, MFI) (A) and qRT-PCR for the expression of Atf4 target genes (B). (C–J) WT, *Ripk3*^−/−^, *Mlkl*^−/−^, and *Tnfr*^−/−^ mice were irradiated with X-rays, 1.75 Gy weekly × 4. LSK cells were collected from mouse BM 1 month after the final IR. The activity of eIF2a-Atf4 signaling was examined by flow cytometry for p-eIF2a levels (C), western blotting for ATF4 expression (D), and qRT-PCR for the expression of Atf4 target genes (E). The activity of Perk-ER stress signaling was examined by p-Perk levels (F). The activity of OMA1 was examined by western blotting for OPA cleavage (G); OXPHOS was examined by OCR (H); and mitochondrial mass and mtROS were examined by MitoTracker green staining (I) and MitoSOX red staining (J). Data in (A), (C), (F), (I), and (J) show one of the three biological triplicate experiments. ^∗∗^p < 0.01 compared with LK in (A) or WT and *Mlkl*^−/−^ mice.

Four eIF2α kinases, GCN2, PERK, PKR, and HRI, can phosphorylate eIF2α and activate eIF2α-Atf4-ISR signaling. GCN2 is stimulated by amino acid depletion and PKR is activated by double-stranded RNA during viral infection. However, basal levels of eIF2α phosphorylation are primarily controlled by either endoplasmic reticulum (ER) stress-related PERK or mitochondrial stress-related HRI signaling (Fessler et al., 2020; van Galen et al., 2018). We found that there is no difference in PERK signaling among our four genotypes of LSK cells, as demonstrated by comparable levels of p-Perk (Figure 6F) and the expression of Grp78, an indicator of ER stress (data not shown). Thus we investigated whether the attenuated eIF2α-Atf4 ISR signaling in WT and *Mlkl*^−/−^ HSCs is due to the failure of the OMA1–DELE1–HRI-mediated mitochondrial stress response (Fessler et al., 2020). In this pathway, DELE1 is localized to the inner membrane of mitochondria and is cleaved by active OMA1. The cleaved DELE1 is then released into the cytoplasm, where it activates HRI (Fessler et al., 2020). Due to the lack of antibodies to directly detect DELE1 and active HRI, we examined OMA1 activity by detecting the cleavage of the dynamin-like GTPase OPA1, a well-known OMA1 substrate. OMA1 is constitutively active in HSCs (van Galen et al., 2018). We found a significant reduction of OMA1 activity in WT and *Mlkl*^−/−^ HSCs compared with *Ripk3*^−/−^ and *Tnfr*^−/−^ HSCs as determined by a reduction in the s-OPA1/l-OPA1 ratio (Figure 6G).

Pyruvate dehydrogenase complex (Pdc) is the rate-limiting enzyme that converts pyruvate to acetyl-CoA, linking glycolysis to aerobic respiration (Hitosugi et al., 2011; Kaplon et al., 2013). Tnf-α induces Ripk3-dependent aerobic mitochondrial metabolism, oxidative phosphorylation (OXPHOS), and ROS production in many types of cells by stimulating the Ripk3-mediated phosphorylation of Pdc-E3, a key subunit of Pdc (Qiu et al., 2018; Yang et al., 2018a, b). Pdc has been described as a key mediator of oncogene-induced senescence, a vital pathophysiological mechanism that protects against cancer (Kaplon et al., 2013). We found increased OXPHOS in WT and *Mlkl*^−/−^ HSCs compared with *Ripk3*^−/−^ and *Tnfr*^−/−^ HSCs, as determined by increased oxygen consumption rate (OCR) (Figure 6H), which was associated with increased mitochondrial mass and mitochondrial ROS (mtROS), as demonstrated by MitoTracker green and MitoSOX red staining (Figures 6I and 6J).

To study whether the impaired eIF2α-Atf4 ISR signaling in WT and *Mlkl*^−/−^ HSCs was due to increased Pdh-OXPHOS-mtROS, we treated irradiated mice with either the Pdh inhibitor CPI-613 or the ROS scavenger N-acetyl-L-cysteine (NAC). We found that either CPI-613 or NAC treatment could inhibit OXPHOS and mtROS and restore OPA1 cleavage and eIF2α-ATF4 signaling in both WT (Figures 7A–7E) and *Mlkl*^−/−^ HSCs (Figures 7A and 7B). As a consequence, protein synthesis and senescence were repressed in both WT (Figures 7F and 7G) and *Mlkl*^−/−^ HSCs (Figures S7C and S7D). Finally, CPI-613 treatment also promotes the development of T-ALL/lymphomas in WT mice (Figure 7H). In the CPI-613 treatment group, 1/12 mice died of T-ALL and 4/12 mice died of a mixture of T-ALL/thymoma within 240 days, while the remaining mice died of thymoma within 450 days. However, in the vehicle-treated group, only 5/11 mice died of thymoma within 500 days.

**Figure 7:**
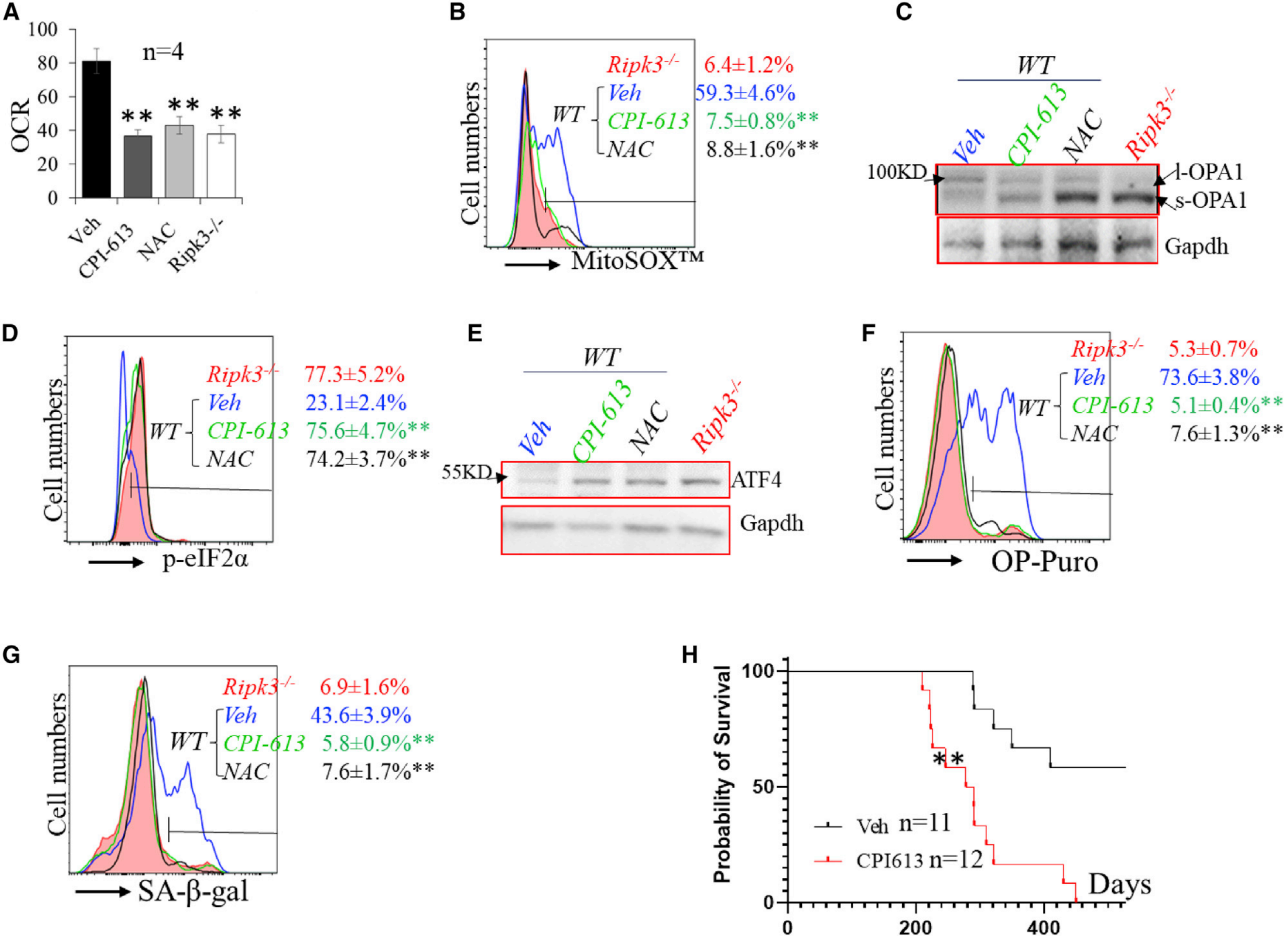
Inhibition of PDH or ROS restores eIF2α-Atf4 ISR signaling in HSCs of irradiated WT mice (A–G) WT mice were irradiated with X-rays, 1.75 Gy weekly × 4, and treated with vehicle (Veh), CPI-613, or NAC. LSK cells were collected from mouse BM 1 month after the last IR. LSKs isolated from irradiated *Ripk3*^−/−^ mice were studied as controls. OCR (A), mtROS (B), OPA cleavage (C), p-eIF2a (D), ATF4 expression (E), rate of protein synthesis (F), and senescence (G) were examined. (H) BM MNCs were collected 1 week after the last IR and transplanted into lethally irradiated mice. Recipient mice were monitored for leukemia development. Survival curves for the mice were plotted by Kaplan-Meier graphing. Data in (B), (D), (F), and (G) show one of the three biological triplicate experiments. ^∗∗^p < 0.01, compared with respective vehicle controls.

## Discussion

Ripk3-mediated necroptosis is a hallmark feature of cellular clearance of infection and plays a key role in immunity and inflammation. Abnormal activation of Ripk3 signaling is involved in many aging-related diseases, such as atherosclerosis, stroke, and leukemia. In this study, we describe a novel and HSC-specific function for Ripk3 signaling in stress hematopoiesis. We found that Ripk3 signaling was not activated in HSCs during normal homeostasis but was induced during stress hematopoiesis, such as serial transplantation and fractionated low-dose exposure to IR. Such stresses induced a delayed chronic activation of Ripk3-Mlkl signaling, which selectively regulated both the quantity of HSCs by stimulating Mlkl-dependent necroptosis and the quality of HSCs by triggering Mlkl-independent senescence.

We found that the delayed chronic activation of Ripk3-Mlkl signaling in HSCs during serial transplantation or fractionated low-dose IR exposure was largely induced by Tnf-α. Early studies suggested that Tnf-α treatment represses IR-induced leukemia by inhibiting pre-LSCs (Boniver et al., 1989; Humblet et al., 1996). However, the underlying molecular mechanism to explain this is still unknown. A recent study suggested that Tnf-α selectively regulates HSC numbers during inflammation by means of Ripk3-Mlkl-mediated necroptosis (Yamashita and Passegue, 2019). We found that, during both serial transplantation and IR exposure, in addition to inducing Mlkl-necroptosis, thus reducing the number of HSCs, Tnf-α attenuates HSC functioning and represses IR-induced leukemia development primarily by stimulating Ripk3 signaling-mediated Mlkl-independent senescence. Thus we believe that during the early pre-leukemic stage, induced activation of Ripk3 signaling might be a useful strategy to repress subsequent leukemic transformation.

Sublethal IR exposure induces p53-dependent cell-cycle arrest/senescence in HSCs (Domen et al., 1998; Wang et al., 2006). Sustained impairment of HSCs is the cause of LT-RD, which is associated with increased biomarkers of cellular senescence and a prolonged elevation of p21^Cip1/Waf1^, p19^Arf^, and p16^Ink4a^ expression. However, deletion of both *p19*^*Arf*^ and *p16*^*Ink4a*^ genes failed to prevent senescence in HSCs, suggesting that p21^Cip1/Waf1^ may play an important role in the senescence of HSCs following sublethal doses of IR (Shao et al., 2014). It was reported that Ripk3 signaling stimulates mtROS production by enhancing aerobic metabolism and respiration and attenuating mitochondrial ISR (van Galen et al., 2018; Yang et al., 2018b). We found that during fractionated low-dose IR exposure, Tnf-α-Ripk3 signaling stimulates PDC-mediated aerobic respiration and mtROS production and attenuates mitochondrial ISR, leading to increased protein synthesis and cellular senescence in pre-LSCs. Whether such Ripk3 signaling-mediated senescence in HSCs is also p53 dependent remains to be determined.

HSCs and HPCs do not respond to IR treatment in the same way (Milyavsky et al., 2010). A sublethal dose of IR (6.0–6.5 Gy) selectively kills proliferative HPCs by activating p53/Puma-mediated apoptosis but causes cell-cycle arrest and senescence in HSCs (Domen et al., 1998; Wang et al., 2006). IR induces the development of leukemia by inducing DNA damage in HSCs. Double-strand breakage is the most common type of DNA damage induced by IR. Unlike proliferative HPCs, which use homologous recombination, an error-proof mechanism to repair their damaged DNA, HSCs primarily use non-homologous end joining, an error-prone DNA repair mechanism, to repair their damaged DNA (Mohrin et al., 2010). Thus significant numbers of mutations will develop in HSCs after IR exposure. Fortunately, most of the mutant HSCs remain in a senescent state, which might represent a condition associated with pre-malignancy (Campisi and d'Adda di Fagagna, 2007). Only a few mutant HSCs that undergo intrinsic epigenetic and/or metabolic reprogramming and escape from cell-cycle arrest will acquire leukemia-initiating potential (Aird et al., 2015; Kang et al., 2017; Milanovic et al., 2018; Mosteiro et al., 2016; Ritschka et al., 2017). Thus p16-mediated senescence is one of the essential barriers to protect against IR- or oncogene-induced leukemogenesis (Palacio et al., 2017). This explains why deletion or hypermethylation of the *p16*^*INK4a*^ locus is commonly detected in patients with B-ALL or T-ALL (Malumbres et al., 1999; Ohnishi et al., 1995; Sulong et al., 2009). However, LSCs in AML are more like HPCs than HSCs. We found that IR-induced Tnf-α-Ripk3 signaling plays distinctly different roles in HSCs and HPCs. In HSCs, Tnf-α-Ripk3 signaling stimulates mitochondrial OXPHOS and attenuates ISR, which leads to increased protein synthesis and cellular senescence. However, in HPCs, Tnf-α-Ripk3 signaling stimulates the activation of inflammasomes, which might explain the critical role of Tnf-α-Ripk3-inflammasome signaling in the pathogenesis of *RUNX1-ETO*- or FLT3-ITD-induced AML in models (Hockendorf et al., 2016; Xin et al., 2016b). Yang et al. reported that Tnf-α-Ripk3 signaling increases mitochondrial OXPHOS by phosphorylating Pdc-E3 and activating Pdh in multiple human cell lines as well as murine embryonic fibroblasts (Yang et al., 2018b). Consistently, we found that IR-induced Tnf-α-Ripk3 signaling also stimulates Pdh activation and mitochondrial OXPHOS in HSCs. Yang’s study demonstrated that Tnf-α-Ripk3 signaling-stimulated mitochondrial OXPHOS in L929 cells is dependent upon Mlkl (Yang et al., 2018b). However we found that Mlkl is not required for the Tnf-α-Ripk3 signaling-stimulated mitochondrial OXPHOS in HSCs. We speculate that such a discrepancy might be due to differences in the way in which signaling is activated and/or the nature of the specific cell type studied.

## Experimental procedures

### Mice

*Ripk3*^−/−^ mice, *Mlkl*^−/−^ mice, and *Tnfr1*^−/−^ mice, described previously, were maintained in a C57BL/6J background (Wang et al., 2016; Xin et al., 2016b). WT C57BL/6J control mice and Ptprc recipient mice were purchased from The Jackson Laboratory (Bar Harbor, ME). All mice were maintained according to the standards in the National Institutes of Health *Guidelines for the Care and Use of Animals* in the AAALAC-certified pathogen-free animal facility at Loyola University Medical Center. All mice were housed under a 12-h light/dark cycle in microisolator cages contained within a laminar flow system. All procedures were conducted in accordance with the National Institutes of Health guidelines for the care and use of laboratory animals for research purposes and were approved in advance by the Loyola University Chicago IACUC (2017-038). Genotypes of the mice were determined by PCR assay. The PCR primer sequences for genotyping can be found in Table S1.

### Mouse irradiation and treatments

Mice were exposed to various doses of IR in an RS 2000 biological research X-ray irradiator (Rad Source Technologies) at a rate of 1.17 Gy/min. Mice were irradiated in a specifically designed mouse cage, four mice per cage. After radiation, all mice were housed in a germ-free facility and provided with drinking water containing 0.16 mg/mL Baytril for 2 weeks to prevent bacterial infection.

To study IR-induced leukemia development, mice were treated with 1.75 Gy × 4 IR and monitored for leukemia development. Survival curves of mice were calculated by Kaplan-Meier estimation. The PDC inhibitor CPI-613 was purchased from InvivoChem (V0853), dissolved in 1% DMSO/30% polyethylene glycol/1% Tween 80, and administered intraperitoneally (i.p.), 20 mg/kg, every other day for 3 weeks. NAC was purchased from Sigma-Aldrich and administered at 200 mg/kg daily for 3 consecutive weeks. The p38 MAPK inhibitor SB 203580 was purchased from AdooQ, dissolved in PEG 400/0.5% Tween 80/5% propylene glycol, and administered at a dosage of 5 mg/kg/daily i.p.

### Mouse hematopoietic phenotype analysis

Mice were sacrificed at the indicated time points to collect PB, spleens, thymuses, and BM. PB was analyzed for WBC counts, Plt, RBC counts, and Hb concentration using a Hemavet 950FS (Drew Scientific). After lysis of RBCs, MNCs from PB, spleens, thymuses, and BM were counted and further stained with cell surface markers for phenotypic analysis using flow cytometry as described previously (Tang et al., 2008; Xiao et al., 2011). All of the fluorescent antibodies used in flow cytometric analyses were purchased from either eBioscience or Biolegend. For HSC and HPC analysis, 1 × 10^6^ BM MNCs were incubated with BV421-conjugated antibodies against lineage^+^ cells (including CD3ε, B220, Gr-1, CD11b, and Ter-119), anti-Sca-1-PE, anti-c-kit-APC, anti-CD48-APCcy7, anti-CD150-PEcy7, anti-CD135-Alex 710, anti-CD127-Alex 710, anti-CD34-Alex 710, and anti-CD16/32-FITC antibodies. For each sample, a minimum of 300,000 cells was collected on a Fortessa flow cytometer (Fortessa, Becton Dickinson) and the data were analyzed using FlowJo software (FlowJo) after gating on viable single cells.

### Isolation of HSCs, MPPs, LSKs, and LK-MPs

BM-MNCs were collected from mice. Lin^−^ cells were enriched using the MojoSort mouse hematopoietic progenitor cell isolation kit (Biolegend cat. no. 480004) following the protocol provided by the vender. Lin^−^ cells were then stained with a BV421-conjugated cocktail of anti-lineage antibodies (mixture of anti-Gr1-BV421, anti-CD11b-BV421, anti-CD3-BV421, anti-B220-BV421, and anti-Ter119-BV421), anti-Sca-1-PE, anti-c-kit-APC, anti-CD150-PEcy7, anti-CD 48-APCcy7, and anti-CD135-Alex 710 after pre-incubation with anti-CD16/32 to block the Fcγ receptors. After being washed, the cells were resuspended in PBS and sorted using a BD FACSAria III sorter (Becton Dickinson, San Jose, CA).

### Real-time RT-PCR analysis

Total RNA was isolated from HSCs and MPP, LSK, and LK cells using TRIzol reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s protocol. cDNA was generated from RNA using SuperScript III reverse transcriptase (Life Technologies). Levels of mRNA of the genes of interest were examined by qRT-PCR using the TaqMan assay (Thermo Fisher Scientific) following the instructions provided by the vendor. Gapdh was used as a control. The primers for qRT-PCR used in this study are listed in Table S2. The threshold cycle values (CT) for each reaction were determined and averaged using TaqMan SDS analysis software (Applied Biosystems). The changes in target gene expression were calculated by the comparative CT method (fold change = 2[−ΔΔCT]), as described previously. Each sample was a mixture of LSK HSCs from three mice of the same phenotype. Triplicate RT-PCRs were performed.

### Statistical analyses

Data are expressed as the mean ± SD. Two-way ANOVA (multiple groups) and Student’s t test (two groups) were performed to determine the statistical significance of differences among and between experimental groups. A p < 0.05 was considered significant. All analyses were done using GraphPad Prism from GraphPad Software (San Diego, CA).

## Author contributions

L.Z., H.L., H-M.N., S.L., H.X., M.S., Jun Zhang, W.W., and P.B. performed the research experiments and analyzed the data. P.B., M.D., W.S., W.D., S.H., and Jiwang Zhang analyzed the data and wrote the paper. Jiwang Zhang designed and performed the research, analyzed the data, and wrote the paper. P.B. revised and edited the paper.

## Conflicts of interest

The authors declare no competing interests.

## Data Availability

The RNA-seq dataset was deposited into the Gene Expression Omnibus archive (accession no. GSE70899 and GEO no. GSE139143).

How the deposited data were processed for this re-analysis (not part of the article)

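The processed RNA-seq values of the 8 libraries were used as the authors deposited them, and no reads were aligned. Each library listed the same 29955 gene names with 1 value each. The column heading names FPKM, and the design of the tests, written before the data were examined, assumed FPKM. The values contradict that heading, because in every library 100% of the values above 0 were whole multiples, within 0.01 of a whole number, of one step that holds for all genes. The signal values deposited by the authors are therefore reads per gene scaled by a TMM library factor, as CPM, with no division by gene length. The factors implied by the steps equaled those of edgeR computed separately for the 4 LSK and the 4 LK libraries, with a largest difference of 1.7e-11 and a product of 1 within each population. Signal of different genes is not comparable per length of transcript, and LSK and LK libraries were scaled separately, so that levels of the 2 populations are not on one scale. The design was kept for the main tests with signal in place of FPKM, and tests of the recovered reads were added.

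The values are depth-limited counts. Recovered reads per library ran from 9782166 to 16280811 and genes above 0 from 18254 to 20358. The 100 genes with the most reads held 18.2% to 22.6% of the reads. Of the gene names, 5573 were at 0 in all libraries, 27 had been turned into dates, 5 were numbers and 0 were repeated, so that the plan to sum repeated names had no effect. The paper's text names no genome build or annotation for the RNA-seq. Gene positions were taken from GENCODE M21 on GRCm38, in which 19624 names were found by symbol and 2569 by an older name (74.1% together), and 7762 were not matched and entered every test that needs no position. Near-identical pseudogenes were found by BLAST of transcripts against 13399 pseudogene transcripts, with at least 90% identity over at least 200 bases.

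The main test was limma (lmFit and eBayes with a trend) on log2(signal + 1) with 4 group means over all 8 libraries, contrasts of genotype within each population, the difference of the 2 contrasts as interaction, and the genotype effect across both populations. All tests were two-sided. Genes with a mean signal of at least 1 over the libraries of the contrast were tested, 13949 in LK, 16817 in LSK and 15925 over both. A change of ≥2-fold means a limma log2 fold change of at least 1 in size. Gene sets were tested with camera (inter-gene correlation 0.01) and with Fisher's exact test, each adjusted over 14 sets by Benjamini-Hochberg. Camera, like limma, takes its p-values from a model, and with 2 libraries per group these cannot be checked by permutation. The 14 sets were written by hand before the libraries were opened, and Reactome sets (6807 of 7111 identifiers matched) served as an alternative. Averages are means with SD, except that genes listed at 0 in a library are given library by library.

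The genes named in the text follow a rule fixed in advance. They are every gene labeled in Figures 5A, 5B and 5E, the pathway genes that the article names, the 10 genes with the largest change in each population among those with an adjusted p under 0.05 and both *Ripk3*-/- libraries on the same side of both WT libraries, and Xist with 4 Y-linked genes as a check of sex. Genes named outside the rule are marked as such where they appear, apart from Fos and Mpo, which are named only as the genes with the most reads.

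The alternatives fixed in advance were a pseudocount of 0.1, no filter or a mean of at least 5, quantile normalization, median-centered libraries, removal of sex-linked genes, a separate fit of each population, no trend in the prior variance, a replicate block, the ratio of mean values, a same-side requirement, an unmoderated p, a 1.5-fold threshold, Reactome sets, and leaving out each library in turn. Alternatives chosen after the data were seen were the edgeR quasi-likelihood test, removal of the trend on GC content and transcript length, thinning to equal reads, the addition of an adjusted p to the 2-fold threshold, LSK and LK libraries of one genotype taken as pairs, the over-representation of sets among genes with an adjusted p under 0.05, and a grid of 19 settings per population that required a p-value from an edgeR test of the recovered reads besides a 2-fold change. The Y-linked and unlabeled granule genes, the immediate-early genes, the neighbors of Ripk3 and the other splits of the libraries were planned as tests of technical explanations, and the remaining tests of explanations were chosen later.

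The scripts were tested on simulated data with the depth and spread of these libraries. The changed genes were drawn only from genes with a mean signal of at least 5, so the shares called do not cover genes of lower signal. In simulated LK cells (13313 genes tested), limma called 35.7% of genes changed 2-fold, 78.7% of genes changed 4-fold and 88.4% of genes changed 8-fold, and 8 of 13113 unchanged genes. In simulated LSK cells (15938 genes tested) it called 32.4%, 69.4% and 85.9%, and 13 of 15738 unchanged genes. Without any p-value, 658 unchanged genes in LK and 1701 in LSK reached a 2-fold change. A 60-gene set shifted 1.5-fold had a camera p of 6.74e-09 in LK and 4.88e-08 in LSK, and an unshifted set 0.138 and 0.626, on simulated values without a permutation test. Genes were simulated independently of each other, so these p-values do not cover correlation between the genes of a set.

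The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, fgsea 1.28.0, Python 3.11.15, matplotlib 3.10.9 and BLAST 2.17.0, with seed 11 for thinning and simulation. The flow cytometry, qRT-PCR and transplantation data of the article, the *Mlkl*-/- and *Tnfr*-/- mice and GO terms were not analysed here. A result that needs an item withheld for evaluation was left out.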

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

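The tests of Y-linked genes, unlabeled granule genes, neighbors of Ripk3 and splits across both populations were planned, and every other test in this part was chosen after the result it concerns was seen.

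The mice of the 2 genotypes differed in sex, a signal that the article does not discuss for these libraries, although Figure 5A labels Xist. Xist was at 402 and 413 in WT LSK, 0 and 1.27 in *Ripk3*-/- LSK, 108 and 196 in WT LK, and 0.380 and 0.373 in *Ripk3*-/- LK libraries. The summed signal of 4 Y-linked genes was 0 in each WT library, and 85.2 and 135 in *Ripk3*-/- LSK and 65.1 and 70.8 in *Ripk3*-/- LK libraries. One of the 4, Ddx3y, was listed at 0 in all 8 libraries, so that the sum rests on the other 3. Across both populations, the log2 fold change was 5.96 for Eif2s3y and 4.53 for Uty, both listed at 0 in all WT libraries, so that these sizes are set by the pseudocount. It was 1.54 for Kdm5d (adjusted p = 0.177), which was also listed at 0 in all WT libraries. The test of a different sex of the mice, the highest Y-linked sum of a WT library as a percentage of the lowest of a *Ripk3*-/- library, gave 0, and that explanation remains. Every WT library carries the pattern of females and every *Ripk3*-/- library that of males, so that an effect of genotype cannot be told apart from an effect of sex, apart from Ripk3 as the targeted gene and from Xist, Uty, Eif2s3y and Kdm5d, which follow sex. Genes on chromosomes X and Y made up 22 of the 319 LSK genes with a position and an adjusted p under 0.05, out of 520 such genes among 15154 tested (odds ratio 2.13, two-sided Fisher's exact test, p = 0.00257), so a different sex remains as a source of part of that list. The 22 include Xist, Uty, Eif2s3y and Kdm5d, which already showed the difference in sex, so that this test partly restates it. In LK cells, genes on chromosomes X and Y made up 3 of 63, out of 416 among 12915 (odds ratio 1.51, two-sided Fisher's exact test, p = 0.458), and the 3 genes are Xist, Uty and Eif2s3y, which follow sex. This test does not settle whether other genes of the LK list do. Sex effects on autosomal genes were not tested.

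The genotype effect differed between LSK and LK cells for 55 genes (adjusted p under 0.05 for the interaction in limma), which is a difference between groups. Of the genes named by the fixed rule, 15 are among them. The log2 fold change in LSK minus that in LK was -5.17 for DQ693239, -4.24 for AK209715, -4.09 for Tubb3, -4.03 for Mir682, -3.65 for AK213609 and -2.40 for Ripk3, and 5.18 for M13680, 4.36 for Snx20, 3.96 for Srsf2, 2.96 for Arf6, 2.77 for Dusp2, 2.64 for Rac1, 2.55 for Jund, 2.55 for Ppp2ca and 2.15 for Mtmr9. Mir682 was at 175 and 233 in WT and 11.9 and 13.5 in *Ripk3*-/- LSK libraries, and at 114 and 154 in WT and 140 and 152 in *Ripk3*-/- LK libraries. DQ693239, AK209715, AK213609 and M13680 have no position in the annotation, so pseudogenes and GC content could not be looked up for them. Tubb3 was listed at 0 in both *Ripk3*-/- LSK libraries. Snx20, Srsf2, Arf6, Dusp2, Rac1, Jund and Ppp2ca are labeled in Figure 5B as lower in LK cells, and each was higher in WT LK replicate 1 than in replicate 2, for example Arf6 at 323 and 94.9 against 24.9 and 48.8 in *Ripk3*-/- LK libraries. Of the 19 genes with that label, 14 were more than 2-fold higher in WT LK replicate 1 and 0 in replicate 2, while among all LK genes 635 were 2-fold higher in replicate 1 and 1070 in replicate 2. High values in 1 WT LK library were tested by leaving that library out, and 6 of the 19 genes were then no longer 2-fold lower, which goes against that library as the whole source but leaves the size of these changes dependent on it. For Ripk3 and Mtmr9 other explanations were tested as well. None of the single genes is put forward as biological.

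Residual Ripk3 reads set the interaction at Ripk3, with signal in *Ripk3*-/- LK libraries at 9.12% of the WT mean. WT cells mixed into the *Ripk3*-/- LK samples were tested with Xist, which was at 0.248% of its WT mean in the same libraries, which goes against such a mixture. Where on the gene these reads lie was not tested.

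Mtmr9 lies within 10 Mb of Ripk3 and was at 12.7 and 15.5 in WT and 186 and 149 in *Ripk3*-/- LSK libraries, and at 34.8 and 38.0 in WT and 83.8 and 103 in *Ripk3*-/- LK libraries. A passenger segment of the targeted chromosome was tested with the genes next to Ripk3, of which 2 of 24 in LK (two-sided Fisher's exact test, p = 0.650) and 4 of 28 in LSK (p = 0.807 by the same exact test) changed ≥2-fold, which this test does not set apart from other genes. As a set, the 24 neighbors tested in LK cells had a median log2 fold change of -0.23 with 19 lower (adjusted p = 0.0550 from camera, and 0.0381 with the recovered reads), and the 28 in LSK cells a median of 0.00353 with 14 lower (adjusted p = 0.937 and 0.853), so that changes under 2-fold in such a segment are not excluded. For a wider segment, 4 of 184 genes within 10 Mb had an adjusted p under 0.05 across both populations, against 135 of all 14282 genes with a position (odds ratio 2.37, two-sided Fisher's exact test, p = 0.0970). The 4 genes had log2 fold changes of 2.40 (Mtmr9), 1.71 (Slc7a8), -1.10 (Psmb5) and -1.11 (Arl11) across both populations, the last 3 named after their values were seen. The pattern at Mtmr9 cannot be told apart from a passenger segment.

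Among gene sets, the effect in LSK minus that in LK had a median of -0.41 for ribosomal protein genes (adjusted p = 3.9e-04 from camera), 0.40 for neutrophil granule genes (0.0165), 0.16 for MAPK genes (0.0437) and 0.20 for oxidative phosphorylation genes (0.0477), which are differences between groups. For the ribosomal protein genes in LSK cells 3 technical explanations were tested. After removal of each library's trend on GC content and transcript length the median was -0.34 (camera p = 1.99e-05, from a model and not a permutation test). Against the other genes with a near-identical pseudogene, the 74 ribosomal protein genes among 1788 such genes were lower, with a median of -0.50 against -0.11 (camera p = 3.35e-05, no permutation test). This does not settle the matter, since ribosomal protein genes had a median of 9 near-identical pseudogenes and the others of 1. With every LSK library thinned to 9782166 reads the median was -0.49 (camera p = 8.41e-07, no permutation test). Removal of the trend moved the median from -0.47 toward 0 and the set still passed, so that the trend is not the whole source. Thinning did not move it toward 0, and without the deeper *Ripk3*-/- LSK replicate 1 (12657237 reads) the median was -0.33, with 10164743 reads in the other *Ripk3*-/- library against 9782166 and 9825593 in WT, which goes against depth. The 8 ribosomal protein genes without a near-identical pseudogene had a median of -0.09, and the log2 fold change fell with the number of pseudogenes (Spearman's rho -0.257 across 82 genes, which are not independent), so shared reads remain as an explanation. Sex was not separated from genotype. The pattern cannot be told apart from shared reads or from sex.

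Neutrophil granule genes were higher in *Ripk3*-/- cells of both populations, a signal outside the pathways that the article discusses. The median log2 fold change was 0.44 in LK cells (19 of 25 genes higher, adjusted p = 1.1e-08 from camera) and 1.25 in LSK cells (22 of 24 higher, adjusted p = 7.3e-12). More maturing granulocytes in the sorted LK cells were tested with the 20 granule genes that Figure 5B does not label, which had a median of 0.37 with 14 of them higher (camera p = 4.25e-04, from a model and not a permutation test), and that explanation remains. RNA or cells of granulocytes carried equally into both sorted populations were tested with the difference between LSK and LK (camera p = 0.00235, no permutation test), which is a difference of log2 fold changes and does not exclude that equal amounts were carried into both, since the same amount gives a larger fold change where the WT level is lower. Across the 24 genes tested in both, the difference of signal between genotypes had a median of 27.1 in LSK and 10.8 in LK cells and was larger in LSK cells for 19 genes, but the populations were scaled separately. The log2 fold changes of these genes correlated (Pearson's r 0.713 across genes) and 17 were higher in both. Carry-over into LSK cells alone was not tested. After removal of the trend on GC content and transcript length the LSK median was 1.33 (camera p = 7.95e-13, no permutation test). The log2 fold changes of all genes in LSK cells followed GC content and length only weakly (Spearman's rho -0.0606 and 0.0418 across genes), so that there was little trend to remove, which goes against it as the source. The pattern cannot be told apart from carry-over or from a change in the mix of cells.

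MHC class II genes had a median log2 fold change of 1.01 in LK cells (5 of 7 higher, adjusted p = 0.00736 from camera), and stem cell genes had a median of 0.25 in LSK cells (16 of 20 higher, adjusted p = 0.0306 from camera), which are also signals outside the pathways that the article discusses. No technical explanation was tested for these 2 sets, and a change in the mix of sorted cells cannot be told apart from a change within cells.

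The count of 147 genes with an adjusted p under 0.05 across both populations was set against the other ways to split the 8 libraries within their populations. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many genes, the real one, and over all 18 splits the others gave at most 2 genes with a median of 0 (and from 312 to 1734 genes at an unadjusted p under 0.05, against 1856). With 8 such splits a grouping by chance cannot be ruled out. Differences between libraries of one genotype were also tested for the ≥2-fold counts. In LK cells 2 of the 3 ways to part the 4 libraries gave as many genes (825 against 824 for the real one, and 519 for the third), and in LSK cells 1 of 3 did (3060 for the real one, against 1609 and 1699). The LK count cannot be told apart from differences between libraries of one genotype. The LSK count was higher for the genotypes than for either other way, and 3 ways are too few for a test.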

How the results depend on the processing

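The edgeR tests, the removal of the GC and length trend, thinning, the addition of an adjusted p to the 2-fold threshold, and the pairs of LSK and LK libraries were chosen after the results were seen, and the other settings were fixed in advance. The cause of each change was not tested, except where stated.

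The count of genes changed ≥2-fold was 824 in LK cells. It was 1907 with a pseudocount of 0.1, 361 with a mean of at least 5, 1834 from the ratio of mean values, 212 with an unmoderated p under 0.05 added, 2851 with a 1.5-fold threshold and 1822 with edgeR's quasi-likelihood fold changes. It was 56 with a limma adjusted p added, 49 with a quasi-likelihood adjusted p added, and 145 and 82 with an exact test adjusted p under 0.05 and under 0.01 added. Across the 4 fits that each left out one LK library it ran from 1180 to 1609. In LSK cells the count of 3060 was 1279 with a mean of at least 5, 761 with an unmoderated p, 6452 with a 1.5-fold threshold, 252 with a limma adjusted p, 157 with a quasi-likelihood adjusted p, 224 and 137 with the 2 exact test thresholds, and ran from 3740 to 3853 when one LSK library was left out. The count shared by LSK and LK of 238 was 800 with a pseudocount of 0.1, 94 with a mean of at least 5, 715 from the ratio of mean values, 32 with an unmoderated p, 1340 with a 1.5-fold threshold, 27 with a limma adjusted p, 711 with quasi-likelihood fold changes, 23 with a quasi-likelihood adjusted p, 35 and 27 with the exact tests, and 268 to 423 when one library was left out. The other settings left these counts within 1.5 times, apart from the grid of 19 edgeR settings per population, whose totals ran from 42 to 614 in LK and from 81 to 1294 in LSK cells.

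The split by direction also depended on the setting. The lower share of the ≥2-fold genes in LSK cells was 67.1%, 49.3% after quantile normalization (in LK cells 379 of 824 and 570 of 1022 genes) and 75.9% after median-centering (2448 lower and 779 higher). With median-centering, the genes with an adjusted p under 0.05 went from 142 higher and 212 lower to 92 and 302 in LSK cells, and from 53 and 94 to 39 and 165 across both populations. It was 50.3% with a mean of at least 5 (59.8% in LK cells), and this fall by 16.8 points was the test of fewer genes detected in the *Ripk3*-/- libraries at equal depth, an explanation that remains. Thinned to equal reads, the WT LSK libraries had 19999 and 20143 genes above 0 and the *Ripk3*-/- LSK libraries 18934 and 18785. Median-centering moved the median log2 fold change of all genes in LSK cells to -0.12 and that of the interaction to -0.11. Leaving out one library also moved the split in LK cells. The lower share of the ≥2-fold genes there was 46%, and 55.8% without *Ripk3*-/- LK replicate 1 but 33.5% without *Ripk3*-/- LK replicate 2. In LSK cells the lower share ran from 59% to 68.7% when one LSK library was left out.

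The count of genes with an adjusted p under 0.05 was 65 in LK cells, and 20 without a filter (3 genes shared with the 65), 38 after quantile normalization (38 shared), 125 with a separate fit of each population (62 shared), 3 without a trend in the prior variance (3 shared), and 51 to 75 when one LSK library was left out. In LSK cells it was 354, and 185 without a filter (68 shared), 195 with a separate fit (186 shared), 120 without a trend (84 shared), 233 with the quasi-likelihood test (228 shared), and 218 to 256 when one LK library was left out. For the interaction it was 55, and 35 with a pseudocount of 0.1 (34 shared), 73 without a filter (11 shared) and 2 without a trend. Across both populations it was 147, and 8 without a filter, 11 without a trend, 90 with the quasi-likelihood test (89 shared) and 68 to 176 when one library was left out. Leaving out a library of the same population leaves an arm with 1 library, and no count of adjusted p was made there or for the interaction.

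Same-numbered replicates of WT and *Ripk3*-/- libraries did not deviate together. The correlation of their deviations from the group mean across 15925 genes was -0.0105 in LSK and -0.0930 in LK cells, and the mice are different animals. With the number as a replicate block, the adjusted p counts were 77 in LK, 279 in LSK, 48 for the interaction and 119 across both populations (a block cannot change the ≥2-fold counts in this balanced design). LSK and LK libraries of one number may share mice, whereas the counts of 55 and 147 take them as independent. Their correlation was -0.0153 in WT and -0.145 in *Ripk3*-/- libraries, and a negative value can mean crossed numbers. With such pairs as a replicate block the interaction count was 49 (43 shared), and 76 with the numbers crossed in *Ripk3*-/- (55 shared). With each pair averaged, the count across both populations was 419 (147 shared), and 184 with the numbers crossed (139 shared).

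Among gene sets, a result is called reversed when the median or the direction of camera turned. The TNF and NF-κB genes in LK cells kept their direction and an adjusted p between 1.5e-06 and 9.4e-04 with the hand-written set, and the Reactome set was reversed (median 0.00898, adjusted p = 0.795). The median of the hand-written TNF and NF-κB genes in LK cells ran from -0.32 to -0.22 when one LK library was left out. In LSK cells their adjusted p fell under 0.05 with a mean of at least 5 (median -0.0689), quantile normalization (-0.19) and the quasi-likelihood test (-0.13), the Reactome set was reversed (0.0500), the adjusted p over all settings ran from 0.0135 to 0.929, and the median ran from -0.27 to -0.11 without one library. The MAPK genes in LK cells stayed lower with an adjusted p from 2.5e-05 to 0.0105, apart from the Reactome set (median -0.0642, adjusted p = 0.913), and the median ran from -0.22 to -0.00860 without one library. In LSK cells the direction of camera turned for them with a mean of at least 5 (median 0.15), quantile normalization (0.0678) and the quasi-likelihood test (0.14), and the median ran from 0.00946 to 0.20. The ribosomal protein genes in LSK cells stayed lower under every setting, with an adjusted p from 2.0e-21 to 0.00146 and a median from -0.65 to -0.29 without one library. In LK cells they passed the threshold without a filter (median -0.0593, adjusted p = 0.00267, the lowest of a range up to 0.495), were reversed by quantile normalization (0.0491) and by removal of the GC and length trend (0.0724), and ran from -0.17 to 0.0527 without one library. The spliceosome genes in LK cells lost their adjusted p under 0.05 with a mean of at least 5 (median -0.10), quantile normalization (-0.0271) and the Reactome set (-0.0973), with an adjusted p from 0.0013 to 0.545 over all settings, and ran from -0.18 to -0.0520 without one library. In LSK cells they were reversed with a mean of at least 5 (median 0.0467, direction of camera), quantile normalization (-0.0201) and median-centering (-0.0666), and ran from -0.000545 to 0.0770 without one library.

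Of the other sets, the azurophil granule genes in LK cells were reversed by quantile normalization (0.0473), and the MHC class II genes in LSK cells with a mean of at least 5 (-0.0164, direction of camera), quantile normalization (0.0725) and removal of the GC and length trend (0.0783). Leaving out one library moved the median of these other sets in 15 cases and left it about the same in 17. Of the 97 results for named genes, quantile normalization left 80 on their side, weakened 12 and reversed 5, namely Eif2ak1 in LK (0.0548) and LSK (-0.0258), Klf4 in LK (-0.00544) and LSK (-0.10) and Mlkl in LSK (-0.0294). The quasi-likelihood test left 80, weakened 15, strengthened 1 and reversed 1 (Klf4 in LK, -0.00380), and a pseudocount of 0.1 left 83, weakened 13 and strengthened 1. Leaving out one library changed the sign of 8 of 52 named genes in LK and 7 of 45 in LSK cells.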

Differences from the paper's values

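The settings that add a limma adjusted p or a p-value from an edgeR test to the 2-fold threshold, and the test of gene sets among genes with an adjusted p under 0.05, were chosen after the values were seen, and the others were set before.

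The paper's text gives 86 genes changed ≥2-fold in *Ripk3*-/- LK cells, 23 of them upregulated and 63 downregulated, and the deposited values gave 824, 445 and 379. For LSK cells the paper gives 172 genes, 69 upregulated and 103 downregulated, and the deposited values gave 3060, 1007 and 2053. None of the alternatives set before the data were examined closed the gap for 5 of these 6 counts. For the downregulated genes in LK cells, a 2-fold change with an unmoderated p under 0.05 gave 84 and so came within 1.5 times of the paper's 63, and the other alternatives set before did not.

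In all, 19 settings per population that add an edgeR test of the recovered reads to the 2-fold threshold were run, chosen after seeing the values, and the LK totals ran from 42 to 614 and the LSK totals from 81 to 1294. The total came within 1.5 times of the paper's in 4 of them in LK and 8 in LSK cells, and all 3 counts in 3 and 5. In LK cells the exact test with an adjusted p under 0.01, chosen after seeing the values, gave 82 genes (23 upregulated and 59 downregulated) with CPM above 1 in 2 libraries, 85 (23 and 62) with a mean of at least 1 and 104 (17 and 87) with no filter. With no filter, an adjusted p under 0.001 gave 76 genes of which 65 were downregulated, and an adjusted p under 0.05 gave 24 upregulated genes among 146, both also chosen after seeing the values. In LSK cells, and again chosen after seeing the values, an adjusted p under 0.05 gave 224 genes (103 and 121) with the CPM filter, 219 (101 and 118) with the mean filter and 158 (70 and 88) with no filter, and an adjusted p under 0.01 gave 137 (53 and 84) with the CPM filter and 131 (49 and 82) with the mean filter. An unadjusted p under 0.001, chosen after seeing the values, gave 234 genes (124 downregulated) with the CPM filter, 229 (120 downregulated) with the mean filter and 229 (121 downregulated) with no filter. The quasi-likelihood test with an adjusted p under 0.05, chosen after seeing the values, gave 157 LSK genes (59 and 98) when fitted to all libraries and 70 downregulated LSK genes when fitted to the LSK libraries alone. A limma adjusted p under 0.05, chosen after seeing the values, gave 252 LSK genes with 143 downregulated, and 42 downregulated LK genes. No single one of these settings is singled out here.

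The paper names mRNA splicing and the spliceosome among the pathways altered in *Ripk3*-/- LSK cells. The 139 spliceosome genes had a median log2 fold change of 0.04 there, and 6.47% of them changed ≥2-fold against 18.2% of all genes tested. Among genes with an adjusted p under 0.05, however, they were over-represented (11 of 139, 7.91% against 2.11% of all genes, odds ratio 4.09, adjusted p = 6.1e-04 from Fisher's exact test), a test chosen after seeing the values. The paper also names ribosomal pathways in LSK cells from its gene lists. The ribosomal protein genes were lower as a set, but were not over-represented among the ≥2-fold genes (odds ratio 0.93, 14 of 82). They were over-represented among genes with an adjusted p under 0.05 (odds ratio 24.6, 27 of 82), again chosen after seeing the values. The paper names TNF and NF-κB pathways in LK cells, and the over-representation of that set among the ≥2-fold genes had an odds ratio of 1.74 with an adjusted p = 0.395 from Fisher's exact test, although the set was lower by camera and over-represented among genes with an adjusted p under 0.05 (odds ratio 19.3, 4 of 51), also chosen after seeing the values. None of these over-representation tests used a background of genes with like signal, so they do not separate a set from its signal level.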

Other observations

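The test of the immediate-early genes as a response to cell isolation was planned, and the other tests in this part were chosen after the result was seen.

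Immediate-early genes were lower in *Ripk3*-/- cells. In LK cells the median log2 fold change of 39 genes was -0.59, with 33 lower (adjusted p = 7.9e-13 from camera), and in LSK cells the median of 40 genes was -0.35 (adjusted p = 0.00915 from camera). An immediate-early response during cell isolation that differed between libraries was tested by the difference of the set mean between replicates. The largest such difference was 0.309 between LK replicates and 0.0940 between LSK replicates, against differences between genotypes of -0.56 and -0.39. The LSK values of this test do not cover the same genes as the 40 above, whose mean log2 fold change was -0.36. The test cannot tell whether isolation is the source. After removal of the trend on GC content and transcript length the LK median was -0.53 (camera p = 6.30e-13, from a model and not a permutation test), which goes against that trend as the whole source. GC content and length were known for 92.6% of LK genes. The signaling sets of LK cells do not rest on the immediate-early genes alone. Without them, the 48 remaining TNF and NF-κB genes had a median of -0.27 (camera p = 9.14e-04, no permutation test) and the 90 remaining MAPK genes a median of -0.10 (camera p = 0.00452, no permutation test), which goes against those genes as the whole source. The pattern cannot be told apart from a difference in isolation or in sex.

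Other sets in LK cells moved as well. Oxidative phosphorylation genes had a median log2 fold change of -0.18 with 83 of 91 lower (adjusted p = 6.9e-05 from camera), erythroid genes -0.45 with 11 of 15 lower (adjusted p = 3.5e-04 from camera), and genes of the integrated stress response -0.21 with 33 of 44 lower (adjusted p = 0.0025 from camera). The paper reports higher oxygen consumption in WT than in *Ripk3*-/- HSCs. In LSK cells the oxidative phosphorylation genes had a median of 0.04 with 50 of 94 higher (adjusted p = 0.937 from camera). For LSK cells of irradiated *Ripk3*-/- mice, the paper reports the integrated stress response as induced. Its assays were p-eIF2α, ATF4 protein and qRT-PCR of Atf4 target genes. The hand-written set of this response had a median of -0.20 in LSK cells with 32 of 47 genes lower (adjusted p = 0.201 from camera on the limma fit). With the recovered reads the adjusted p from camera was 0.0221, also lower. That was the 1 alternative tried for this set, chosen after the data were seen. Atf4 had a log2 fold change of -0.49 in LSK cells (adjusted p = 0.116 from limma) and Hspa5 of -0.44 (adjusted p = 0.111 from limma). The set and Atf4 thus leaned opposite to the paper's direction, without an adjusted p under 0.05 in the main test. No technical explanation was tested for these sets.

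Genes that the article measured by qRT-PCR or by protein assays had these values. Cdkn2a was at 1.39 and 0 in WT and 0 and 0.196 in *Ripk3*-/- LSK libraries, and at 0 and 0.992 in WT and 0.444 and 0 in *Ripk3*-/- LK libraries. Cdkn2b was at 0.104 in WT LSK replicate 2 and listed at 0 in the other 7 libraries. Both genes lie too low for a comparison. Casp1 had a log2 fold change of 0.68 in LSK (adjusted p = 0.240 from limma) and 0.23 in LK cells (adjusted p = 0.945 from limma), Calcrl of 0.57 (adjusted p = 0.393 from limma) and 1.46 (adjusted p = 0.0729 from limma), and Wbp4 of 0.32 (adjusted p = 0.544 from limma) and -0.10 (adjusted p = 0.975 from limma). Klf4, which has 1 near-identical pseudogene, had a log2 fold change of 0.03 in LK cells (adjusted p = 0.991 from limma).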
